# *Cnot3* is required for male germ cell development and spermatogonial stem cell maintenance

**DOI:** 10.1242/dev.204557

**Published:** 2025-08-15

**Authors:** Qing Chen, Safia Malki, Xiaojiang Xu, Jiajia Wang, Brian Bennett, Xiaofeng Zheng, Brad L. Lackford, Oleksandr Kirsanov, Christopher B. Geyer, Guang Hu

**Keywords:** Spermatogonial stem cells, Maintenance, Spermatogenesis, scRNA-seq, Glutathione redox pathway, Mouse

## Abstract

The foundation of spermatogenesis and lifelong fertility is provided by spermatogonial stem cells (SSCs). SSCs divide asymmetrically to either self-renew or produce undifferentiated progenitors. However, regulatory mechanisms governing SSC maintenance are poorly understood. Here, we show that the CCR4-NOT mRNA deadenylase complex subunit CNOT3 is essential for sustaining spermatogonial populations in mice. Its deletion in adult germ cells resulted in germ cell loss and infertility, and its deletion in spermatogonia in the developing testis resulted in SSC depletion and compromised spermatogenesis. Consistent with the *in vivo* results, deletion of *Cnot3* in cultured SSCs caused a reduction in cell proliferation and viability, and downregulation of SSC markers. Mechanistically, *Cnot3* deletion led to the de-repression of transcripts encoding factors involved in spermatogonial differentiation, including those in the glutathione redox pathway that are crucial for SSC maintenance. Together, our study reveals that CNOT3 – likely via the CCR4-NOT complex – promotes the degradation of transcripts encoding differentiation factors to maintain the SSCs in the stem cell state, highlighting the importance of CCR4-NOT-mediated post-transcriptional gene regulation in SSCs and male germ cell development.

## INTRODUCTION

Spermatogenesis is a stem cell-based developmental program that produces large numbers of haploid gametes every day to sustain lifelong male fertility. Originating in the fetal testis, prospermatogonia (also called gonocytes), transition after birth into spermatogonia, a subset of which are spermatogonial stem cells (SSCs) (de Rooij, 2001). These SSCs balance their divisions during steady-state spermatogenesis to both replenish their population (via self-renewal) and produce undifferentiated progenitors that proliferate before differentiating (Oatley and Brinster, 2006). Differentiation occurs in response to retinoic acid (RA), which ensures an irreversible commitment to ultimately enter meiosis (Gewiss et al., 2021; Griswold, 2016; Koubova et al., 2006; Velte et al., 2019). After five divisions, these differentiating spermatogonia become preleptotene spermatocytes, which divide one final time before entering meiosis. Following the lengthy meiotic program, spermatocytes divide twice to form haploid round spermatids that undergo the morphogenetic program of spermiogenesis to become sperm (de Kretser et al., 1998; de Rooij and Russell, 2000).

The maintenance of the SSC pool is orchestrated by both transcriptional and post-transcriptional mechanisms (Legrand and Hobbs, 2018). While the roles of several RNA-binding proteins have been described during spermatogenesis, only a handful, e.g. NANOS2, DND1 and TRIM71, have been implicated in SSCs (Du et al., 2020; Legrand and Hobbs, 2018; Niimi et al., 2019; Zhou et al., 2015).

We previously reported that the CNOT1, CNOT2 and CNOT3 subunits of the CCR4-NOT complex maintain the pluripotent state in mouse embryonic stem cells by preventing their differentiation into extra-embryonic lineages (Zheng et al., 2012). Deletion of *Cnot3* in embryonic stem cells reveals a role in promoting the deadenylation and subsequent degradation of mRNAs encoding differentiation factors, revealing a requirement for mRNA decay in the maintenance of the pluripotent state (Hu et al., 2009; Zheng et al., 2012). In mice, deletion of *Cnot3* causes embryonic lethality at the blastocyst stage due to loss of the inner cell mass (Neely et al., 2010; Zheng et al., 2016).

In this study, we generated male germ cell-specific *Cnot3* knockout (KO) mice and identified a crucial role for CNOT3 in maintaining the SSC reserve. We show that, in the developing testis of the *Cnot3* KO animals, SSC and progenitor populations in the spermatogonia were depleted, leading to loss of the germline and male sterility. Furthermore, *Cnot3* deletion resulted in the de-repression of transcripts encoding factors involved in SSC differentiation, including those in the glutathione (GSH) redox pathway that are essential for SSC maintenance. Together, our results indicate that CNOT3-mediated mRNA decay serves as an essential post-transcriptional regulatory mechanism in SSC maintenance.

## RESULTS

### *Cnot3* deletion in adult mice results in germ cell loss and male infertility

As a first step to explore the role of CNOT3 during mouse spermatogenesis, we assessed *Cnot3* transcript levels in published single-cell RNA sequencing (scRNA-seq) data (Green et al., 2018). We found that *Cnot3* mRNAs are abundant in spermatogonia, but later decrease in spermatocytes, round spermatids and elongating spermatids (Fig. S1A). At the protein level, immunostaining results showed that CNOT3 is detectable in ZBTB16 (also known as PLZF)-positive cells located along the basement membrane of seminiferous tubules in adult mouse testes (Fig. S1B,C). ZBTB16-positive cells in the testes are undifferentiated spermatogonia, comprising both the SSC and progenitor populations (Buaas et al., 2004; Costoya et al., 2004; Hobbs et al., 2010). Thus, we posited a role for CNOT3 in undifferentiated spermatogonia.

To elucidate the function of CNOT3 in spermatogonia, we generated a conditional KO mouse model in which *Cnot3* was specifically deleted in germ cells by the tamoxifen-inducible *Ddx4*-Cre transgene (*Cnot3*^flox/flox^; *Ddx4*-creER) (Zheng et al., 2016), hereafter referred to as *Cnot3*-cKO. To induce Cre expression, we dosed mice with tamoxifen (4-OHT) at 4 weeks of age and examined the fertility of adult (8-week-old) *Cnot3*-cKO males (Fig. 1A). We first confirmed *Cnot3* deletion by immunostaining (Fig. 1B). We then performed a breeding study for 6 weeks by pairing 8-week-old wild-type (WT) control and *Cnot3*-cKO males with WT females (Fig. 1A). Whereas control males produced one or two litters, all but one *Cnot3*-cKO male were sterile and had no litter (Fig. 1C). We next euthanized additional 4-OHT-treated *Cnot3*-cKO males at 6 and 8 weeks old and recorded body, testis and epididymis weights. Although *Cnot3*-cKO body weights did not differ from controls, we observed a significant reduction in the ratios of testis and epididymis to body weights (Fig. 1D). Histological analyses revealed *Cnot3*-cKO males had smaller testes (Fig. 1E), with multinucleated degenerating cells in testes of 6-week-old *Cnot3*-cKO mice and an absence of germ cells in seminiferous tubules of 8-week-old mice (Fig. 1E). The absence of germ cells was confirmed by immunostaining, in which the pan germ cell-specific marker TRA98 was nearly undetectable in *Cnot3*-cKO testes (Fig. 1F). In contrast, the Sertoli cell-specific marker SOX9 showed similar expression pattern in WT and *Cnot3*-cKO testis, indicating that Sertoli cell numbers were not altered in *Cnot3*-cKO mice (Fig. 1F). The infertility and total loss of germ cells in *Cnot3*-cKO testes suggested a loss of SSCs and thereby a potential role of *Cnot3* in SSC maintenance.

**Fig. 1.**
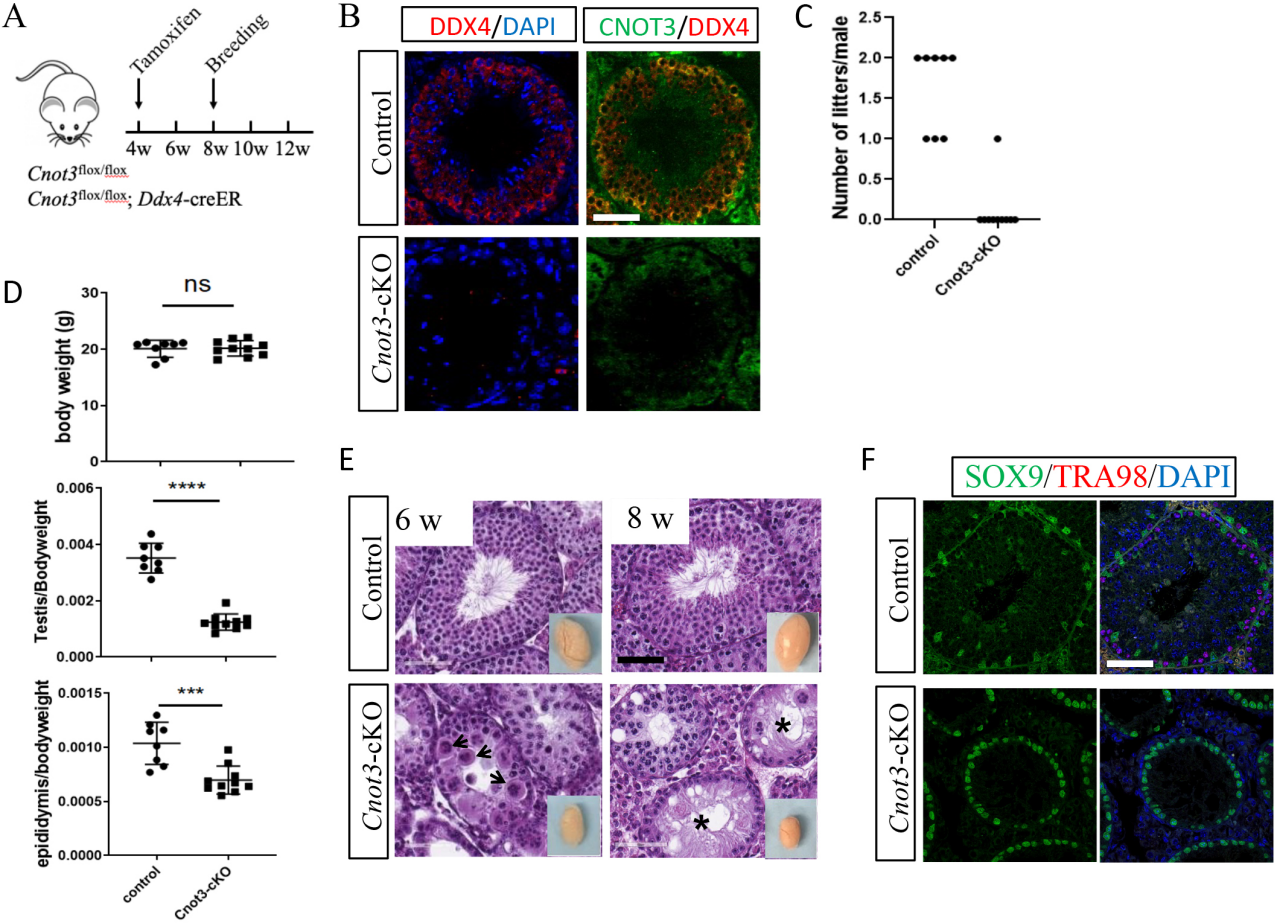
***Cnot3* deletion results in germ cell loss and male infertility.** (A) Schematic of conditional deletion of *Cnot3* in male germ cell upon 4-OHT (tamoxifen) administration. (B) Merged channels of single confocal sections of 8-week-old control and *Cnot3*-cKO testis showing CNOT3 (green) and DDX4 (red) expression with DAPI (blue). (C) Quantification of live litters obtained from WT females mated with control and *Cnot3*-cKO males. *n*=8 for control; *n*=10 for *Cnot3*-cKO. (D) Quantification of body weight in grams, testis to body weight ratio and epididymis to body ratio weight ratio of 8-week-old control and *Cnot3*-cKO males. ***P<0.001, ****P<0.0001 (two-tailed, unpaired Student's *t*-test). ns, not significant (*P*>0.05). Data are mean±s.e.m. *n*=8 for control; *n*=10 for *Cnot3*-cKO. (E) Hematoxylin and Eosin-stained sections of testes of 6- and 8-week-old control and *Cnot3*-cKO males. Insets show whole testes. Arrowheads and asterisks indicate multinucleated degenerating cells and seminiferous tubules lacking germ cells, respectively. (F) Merged channels of single confocal sections of 8-week-old control and *Cnot3*-cKO testis showing SOX9 (green) and TRA98 (red) expression with DAPI (blue). Images are representative of at least three independent biological samples. w, weeks of age. Scale bars: 60 µm.

### *Cnot3* deletion in neonatal mice results in spermatogonia pool depletion

During normal development, by postnatal day (P) 3 quiescent prospermatogonia re-enter the cell cycle, migrate to the basement membrane of the testis cords, and transition into spermatogonia (Drumond et al., 2011; Nagano et al., 2000). This foundational population of spermatogonia contains both precursors that will form future adult SSCs, as well as undifferentiated progenitors and differentiating spermatogonia that will initiate the first wave of spermatogenesis (Hermann et al., 2015; Kluin and de Rooij, 1981; Law et al., 2019; Nikolova et al., 1997; Yoshida et al., 2006). Based on this, we examined the role of *Cnot3* in SSCs more specifically by deleting *Cnot3* in this newly formed spermatogonial population in neonatal testes. We dosed *Cnot3*^flox/flox^; *Ddx4-*CreER mice and *Cnot3*^flox/flox^ control littermates with 4-OHT from P1 to P3 and collected testes at P6, P10, P14 and P21 (Fig. 2A, Fig. S2A). At these ages, testes contain the following most advanced germ cell types: P6, spermatogonia; P10, leptotene spermatocytes; P14, pachytene spermatocytes; P21, round spermatids. We first immunostained testes for CNOT3, the pan germ cell marker DDX4 and the Sertoli cell marker SOX9. We observed absence of CNOT3 protein by P6 (Fig. 2B,C). At P14, seminiferous tubules of *Cnot3*-cKO mice contained very few DDX4^+^ germ cells, but numerous SOX9^+^ Sertoli cells (Fig. 2B,F, Fig. S2B). Consistent with this, *Cnot3*-cKO testes appeared smaller by P14, and the histology analysis showed that, although the newly formed seminiferous tubule structures appeared intact, their diameters were decreased and the interstitial space was increased (Fig. 2D). Average testis-to-body weight ratios of these *Cnot3*-cKO P14 testes were significantly reduced compared to control testes (Fig. 2E). These observations indicated that CNOT3 deletion in the spermatogonia of newborn animals causes complete germ cell loss, similar to results in *Cnot3*-cKO adult mice.

**Fig. 2.**
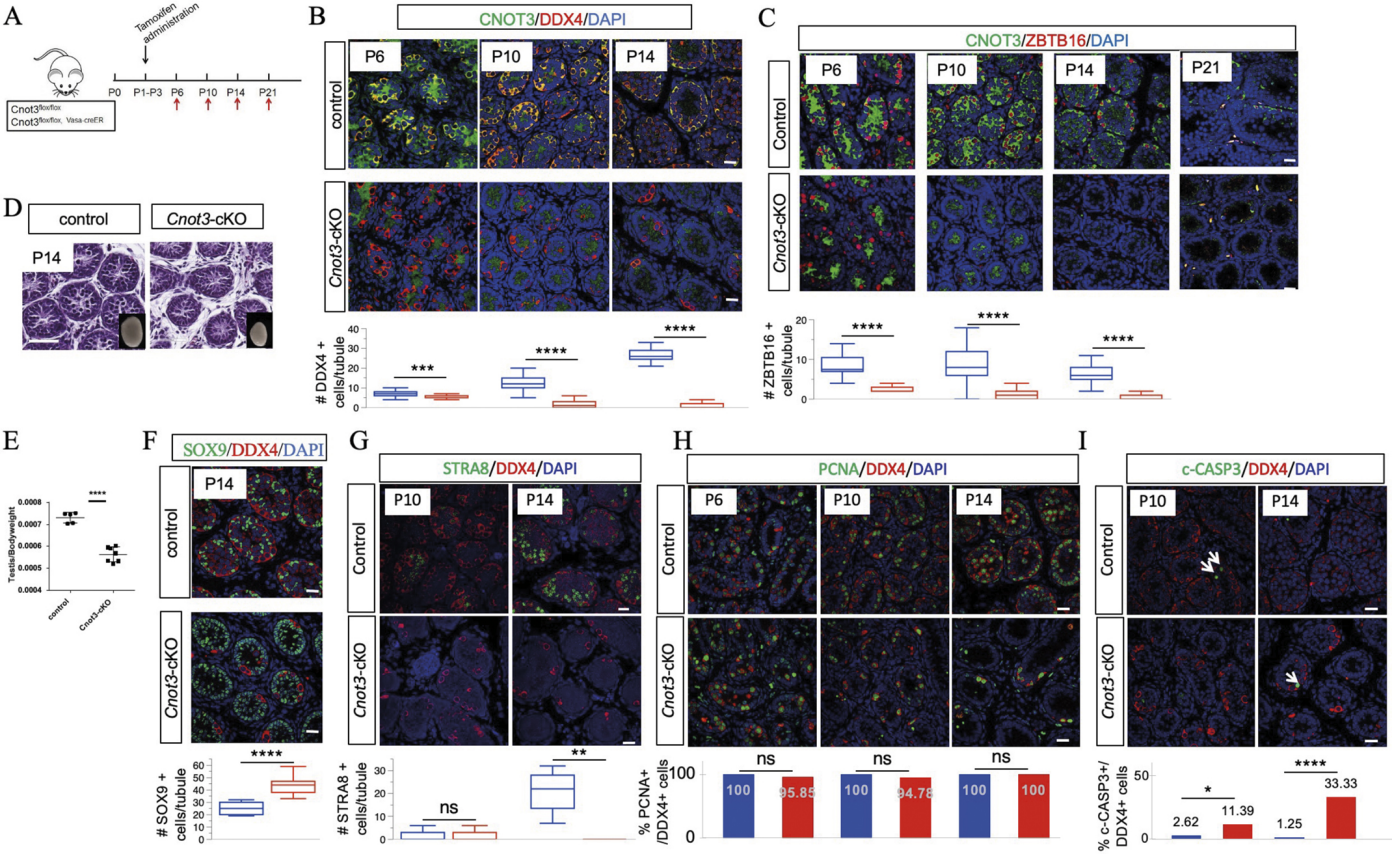
***Cnot3* deletion causes depletion of ZBTB16^+^ spermatogonia and decrease of SSC maintenance.** (A) Experimental scheme to achieve and analyze the deletion of *Cnot3* in neonatal testis. Red arrows indicate sample collection time points. (B) Merged channels of single confocal sections of P6, P10 and P14 control and *Cnot3*-cKO testis showing CNOT3 (green) and DDX4 (red) expression with DAPI (blue). The number of positively labeled cells per tubule from at least three independent biological measurements are shown. ***P<0.001, ****P<0.0001 (two-tailed Kolmogorov–Smirnov test). (C) Merged channels of single confocal sections of P6, P10, P14 and P21 control and *Cnot3*-cKO testis showing CNOT3 (green) and ZBTB16 (red) expressing cells with DAPI (blue). The number of positively labeled cells per tubule from at least three independent biological measurements are shown. ****P<0.0001 (two-tailed Kolmogorov–Smirnov test). (D) Hematoxylin and Eosin-stained sections of testes of P14 WT and *Cnot3*-cKO males. Insets show whole testes. Images are representative of 5 control and 7 *Cnot3*-cKO samples. (E) Quantification of testis to body weight ratio of P14 control and *Cnot3*-cKO males. ***P<0.0001 (two-tailed, unpaired Student's *t*-test). Data are mean±s.e.m. *n*=5 for control; *n*=7 for *Cnot3*-cKO. (F) Merged channels of single confocal sections of P14 control and *Cnot3*-cKO testis showing SOX9 (green) and DDX4 (red) expressing cells with DAPI (blue). The number of positively labeled cells per tubule from at least three independent biological measurements are shown. ****P<0.0001 (two-tailed Kolmogorov–Smirnov test). (G) Merged channels of single confocal sections of P10 and P14 control and *Cnot3*-cKO testis showing STRA8 (green) and DDX4 (red) expression with DAPI (blue). The number of positively labeled cells per tubule from at least three independent biological measurements are shown. **P<0.01 (two-tailed Kolmogorov–Smirnov test). ns, not significant (*P*>0.05). (H) Merged channels of single confocal sections of P6, P10 and P14 control and *Cnot3*-cKO testis showing PCNA (green) and DDX4 (red) expression with DAPI (blue). The percentage of double-positive cells from at least three independent biological measurements is shown. ns, not significant (*P*>0.05; two-tailed Fisher's test). (I) Merged channels of single confocal sections of P10 and P14 control and *Cnot3*-cKO testis showing c-CASP3 (green) and DDX4 (red) expression with DAPI (blue). Arrows indicate c-CASP3 positive cells. The percentage of double-positive cells from at least three independent biological measurements is shown. *P<0.05, ****P<0.0001 (two-tailed Fisher's test). Scale bars: 20 μm. Box and whisker plots display the five-number summary: minimum, first quartile, median, third quartile and maximum.

To better understand the impact of *Cnot3* deletion on SSCs, we analyzed the presence of ZBTB16^+^ undifferentiated spermatogonia in control and *Cnot3*-cKO mouse testis. The numbers of ZBTB16^+^ spermatogonia in P6 *Cnot3*-cKO testis were reduced (Fig. 2C). ZBTB16^+^ spermatogonia were dramatically reduced at P10 and were lost entirely in P14 and P21 in *Cnot3*-cKO mouse testes (Fig. 2C), indicating that *Cnot3* deletion led to eventual loss of the undifferentiated spermatogonial pool, which includes the foundational adult SSCs. Consistent with this, the RA-responsive germ cell-specific protein STRA8 (activated in response to RA at the initiation of spermatogonial differentiation) was detected in control but not *Cnot3*-cKO mouse testes at P14 (Fig. 2G), indicating an absence of differentiating spermatogonia in the *Cnot3*-cKO due to the loss of undifferentiated spermatogonia. Importantly, in *Cnot3*-cKO testes, the remaining DDX4^+^ germ cells were still positive for the proliferation marker PCNA at P6, P10 and P14 (Fig. 2H), suggesting that the loss of undifferentiated spermatogonia was not merely caused by defects in germ cell proliferation. Finally, we observed increased cleaved (c)-CASP3^+^ cells (indicative of apoptosis) in *Cnot3*-cKO testes at either P10 or P14 (Fig. 2I). Thus, the germ cell loss in cKO testes appears to be mediated by apoptosis. Together, these results strongly suggest an essential role for CNOT3 in the maintenance of the nascent spermatogonial populations in the developing testis.

### *Cnot3* deletion impairs the maintenance of steady-state spermatogenesis

As described above, the spermatogonial pool in the developing testis is heterogeneous and comprises SSCs, undifferentiated progenitors and differentiating spermatogonia. Therefore, we performed scRNA-seq to examine the impact of *Cnot3* deletion on these distinct spermatogonial subpopulations. We used antibodies against the surface markers CD9 and THY1 in a fluorescence-activated cell sorting approach to enrich for germ cells from freshly prepared P8 control and *Cnot3*-cKO testis single-cell suspensions. We performed scRNA-seq using the 10x Genomics platform on 4027 cells and 4212 cells from control and *Cnot3*-cKO testes, respectively.

To identify the germ cell populations in these samples, we combined our data with published datasets from P3, P6, P10 and P15 control testes (Ernst et al., 2019; Grive et al., 2019; Law et al., 2019). In the combined dataset, we first identified all the germ cells based on expression of *Dazl* and *Ddx4* (germ cell markers) (Fig. S3). We then used unsupervised clustering and uniform manifold approximation and projection (UMAP) plots to separate the germ cells into 13 distinct cell populations (Fig. S4A,B). Based on marker gene expression and the developmental time, we separated germ cell clusters into four groups: SSCs, progenitor spermatogonia, differentiating spermatogonia and preleptotene spermatocytes (Fig. 3, Fig. S4C). Clusters 0 and 2 first appeared at P3 and become less abundant thereafter (Fig. S4A-D). Germ cells in these clusters also contained high mRNA levels for *Lhx1*, *Gfra1* and *Zbtb16*, which are enriched in SSCs (Grisanti et al., 2009; Niedenberger et al., 2015; Oatley et al., 2006) (Fig. S4C). It is noteworthy that we previously reported that *Zbtb16* is expressed in nearly all spermatogonia (including undifferentiated and differentiating), during the first wave of spermatogenesis (Fig. S4C) (Niedenberger et al., 2015). Based on these results, these clusters were designated as SSCs (Fig. S4A-C). Clusters 1 and 3 became apparent at P6, and included the established undifferentiated progenitor markers *Neurog3* (also termed *Ngn3*), *Ddit4* and *Sox3* (Fig. S4A-C), and thus were classified as undifferentiated progenitor spermatogonia (Hobbs et al., 2010; Raverot et al., 2005; Yoshida et al., 2004). Clusters 1, 5 and 10 also appeared at P6 and were more abundant at P15. These clusters were enriched for the differentiating spermatogonia markers *Stra8* and *Kit* (Fig. S4A-C) and were thus classified as differentiating spermatogonia (Koubova et al., 2006; Schrans-Stassen et al., 1999). Clusters 6, 7, 8, 9 and 11 appeared at P15 and included the meiotic marker *Meioc* (Fig. S4C) and were thus classified as spermatocytes (Abby et al., 2016; Soh et al., 2017).

**Fig. 3.**
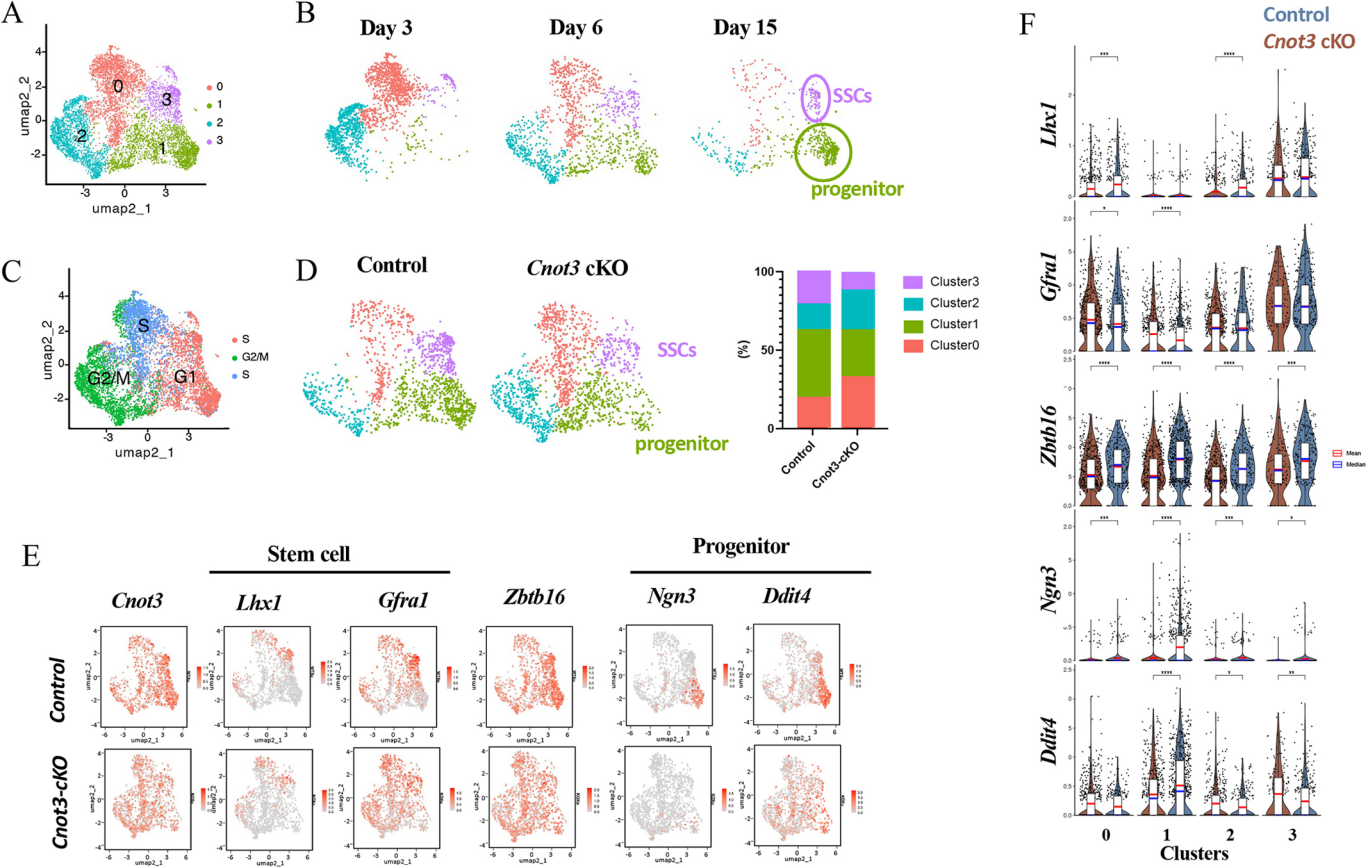
***Cnot3* deletion impairs the maintenance of steady-state spermatogenesis.** (A) Reclustering of the group of cells containing SSCs and progenitor cells from the combination of our data with published datasets from P3, P6, P8, P10 and P15 stages (Law et al., 2019; Grive et al., 2019; Ernst et al., 2019). (B) Reclustering of the group of cells containing SSCs and progenitor cells from published datasets from P3, P6 and P15 stages, respectively (Law et al., 2019; Grive et al., 2019; Ernst et al., 2019). (C) Highlights of cell cycle phases in reclustered group of cells containing SSCs and progenitor cells from the combination of our data with published datasets from P3, P6, P8, P10 and P15 stages (Law et al., 2019; Grive et al., 2019; Ernst et al., 2019). (D) Reclustering and quantification of the groups of cells containing SSCs and progenitor cells from P8 control and *Cnot3*-cKO cells. (E) Highlights of *Cnot3*, stem cell (*Lhx1* and *Gfra1*) and progenitor cell (*Ngn3* and *Ddit4*) markers in reclustered group of cells containing SSCs and progenitor cells from P8 control and *Cnot3-cKO* cells. (F) Expression levels of stem cell (Lhx1, Zbtb16 and Gfra1) and progenitor cell (Ngn3 and Ddit4) markers in reclustered groups of cells containing SSCs and progenitor cells from the combination of our data with published datasets from P3, P6, P8, P10 and P15 stages (Law et al., 2019; Grive et al., 2019; Ernst et al, 2019).

Since CNOT3 likely plays a crucial role in spermatogonia, we focused on germ cell clusters 0, 2, 3 and 4, which contained both SSCs and undifferentiated progenitors. We re-analyzed these cells and generated a new UMAP to separate cells into four new clusters (Fig. 3A). In the new UMAP, cells from clusters 0 and 2 were predominantly found in P3 testis samples and gradually disappeared along the development toward P15 (Fig. 3A,B), suggesting these are spermatogonia undergoing the first wave of spermatogenesis. In addition, the cell cycle status of these cells was S/G2/M (Fig. 3C, Fig. S4D), which is concordant with previous reports that mouse prospermatogonia re-enter the cell cycle before P3 (Drumond et al., 2011; Nagano et al., 2000). Cell populations in clusters 1 and 3 gradually increased during development into P15 (Fig. 3B). Cluster 3 cells contained mRNAs encoding the SSC markers LHX1 and GFRA1, while cluster 1 cells contained mRNAs encoding undifferentiated progenitor cell markers NEUROG3 and DDIT4 (Fig. 3B, Fig. S4E). Thus, cluster 3 may represent newly formed SSCs required for steady-state spermatogenesis, and cluster 1 represents undifferentiated progenitor spermatogonia.

Comparing the UMAP plots of control and *Cnot3*-cKO germ cells, we found that *Cnot3* deletion significantly decreased cluster 3 cells (presumed SSCs) and, to a lesser extent, cluster 1 (presumed undifferentiated progenitor spermatogonia) (Fig. 3D,E, Fig. 3D-F). In addition, the SSC marker *Zbtb16* showed decreased expression in cluster 3, and the progenitor markers *Neurog3* and *Ddit4* showed decreased expression in cluster 1 (Fig. 3F). These results are consistent with our conclusions based on immunofluorescence staining (Fig. 2) and provided additional support to the notion that CNOT3 is required for the maintenance of SSCs.

### *Cnot3* is required for SSC maintenance *in vitro*

To further test the role of *Cnot3* in SSCs, we derived *in vitro* germ cell cultures enriched for undifferentiated spermatogonia from *Cnot3*^flox/flox^ (control SSCs) and *Cnot3*^flox/flox^; *Ubc*-creER (*Cnot*-cKO SSCs) mice using an established protocol (Brinster and Avarbock, 1994; Brinster and Zimmermann, 1994; Kubota and Brinster, 2008). Real-time RT-PCR documented that the cultured SSCs highly expressed the undifferentiated germ cell markers *Gfra1* and *Zbtb16* but not the Sertoli cell marker *Sox9* (Fig. 4A). In addition, the mRNA level of *Cnot3* was significantly higher in SSCs than the adherent somatic cells from mouse testis (Fig. 4A). Real-time RT-PCR showed efficient *Cnot3* deletion upon 4-OHT treatment (Fig. 4B). The SSC identity of the cultured cells was further confirmed by immunofluorescence staining of the pan germ cell marker DDX4 and the undifferentiated spermatogonia marker ZBTB16 (Fig. 4C,D). In response to RA treatment, cultured undifferentiated spermatogonia were also able to transit differentiating spermatogonia, which express both KIT and STRA8 (Fig. 4E). After 4-OHT treatment, CNOT3 protein was lost by 72 h in *Cnot3*-cKO spermatogonia (Fig. 4F). The deletion of *Cnot3* decreased CNOT1 and CNOT2 protein levels without affecting the enzymatic module CNOT7, or CNOT8 (Fig. 4F). We found that *Cnot3* deletion impaired the proliferation and/or viability of cultured undifferentiated spermatogonia (Fig. 4G). More importantly, the deletion resulted in the downregulation of the key SSC marker gene *Zbtb16*, indicating that CNOT3 is required to maintain undifferentiated spermatogonia, including SSCs (Fig. 4I). Finally, we treated the cultured SSCs with RA to induce differentiation. In comparison to WT SSCs, *Cnot3*-deleted SSCs could not activate KIT, encoded by a known RA-response gene expressed in differentiating spermatogonia (Fig. 4J). This result suggested that *Cnot3* deletion compromises SSC differentiation. Therefore, similar to our *in vivo* findings, these results indicate that CNOT3 is required for the maintenance and function of undifferentiated spermatogonia and SSCs *in vitro*.

**Fig. 4.**
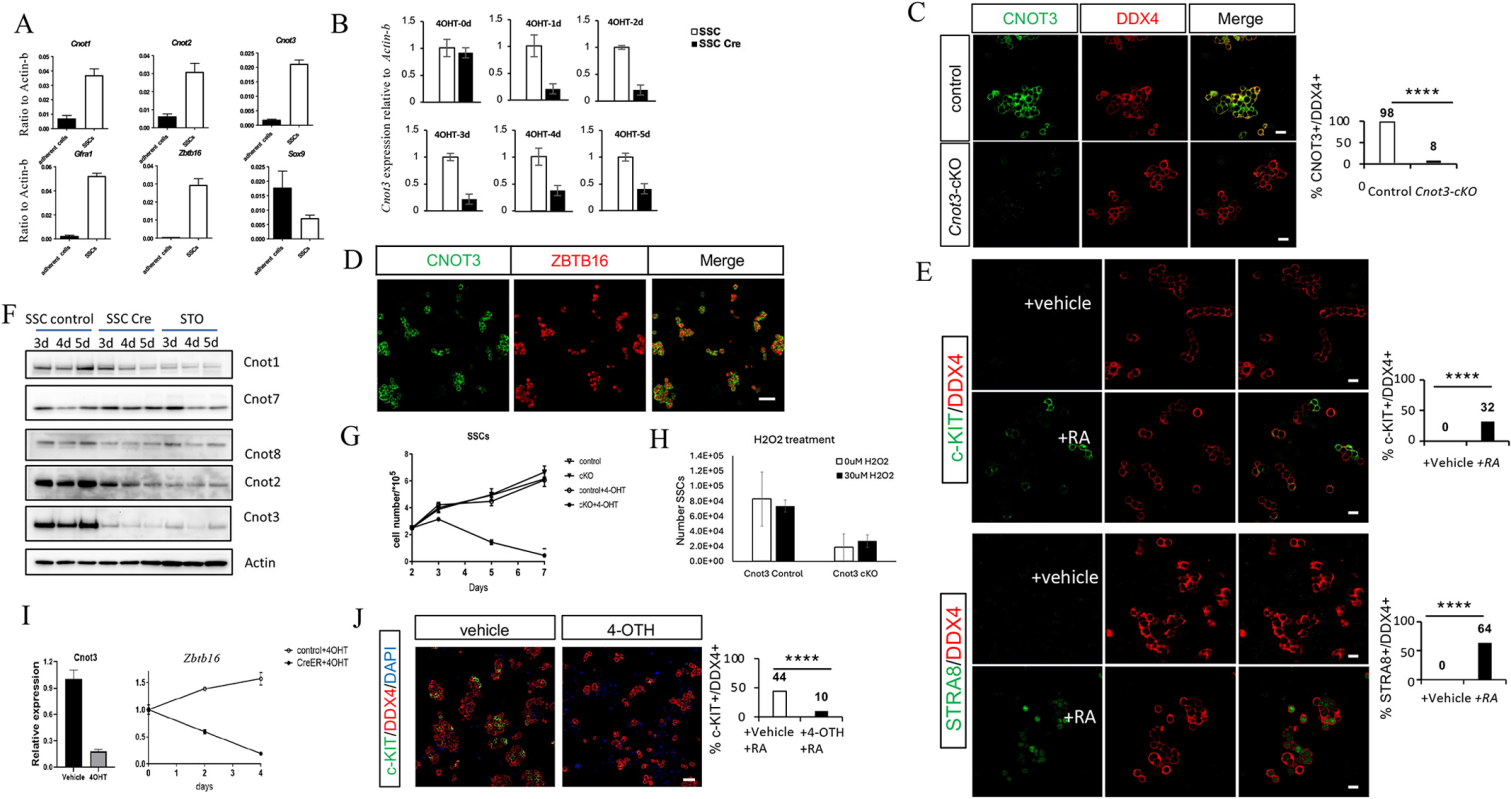
**CNOT3 is required for SSC maintenance and differentiation *in vitro*.** (A) Expression levels determined by real-time RT-PCR of *Cnot1*, *Cnot2*, *Cnot3*, *Gfra1*, *Zbtb16* and *Sox9* genes relative to β-actin in adherent cells and SSCs derived from control testis. Mean±s.e.m. from three independent measurements are shown. (B) Expression level of *Cnot3* relative to β-actin determined by real-time RT-PCR in SSCs derived from control (SSC) and *Cnot3-*cKO (SSC-Cre) and 0-5 days after 4-OHT treatment. Mean±s.e.m. from three independent measurements are shown. (C) Single and merged channels of SSCs derived from control and *Cnot3*-cKO testis showing CNOT3 (green) and DDX4 (red) expression. Cells were treated with 4-OHT for 72 h. The percentage of double-positive cells from at least three independent biological measurements are shown. ****P<0.0001 (two-tailed Fisher's test). (D) Single and merged channels of SSCs derived from control testis showing CNOT3 (green) and ZBTB16 (red) expression. (E) Single and merged channels of SSCs derived from control testis showing KIT (green) and DDX4 (red) expression (top) and STRA8 (green) and DDX4 (red) expression (bottom). Cells were treated with retinoic acid (RA; 1 μM) or vehicle for 24 h. The percentage of double-positive cells from at least three independent biological measurements is shown. ****P<0.0001 (two-tailed Fisher's test). (F) The protein level of CCR4-NOT subunits was detected by immunoblotting in control and *Cnot3*-cKO SSCs. Cells were treated with 4-OHT for 72 h and collected at the indicated time points. d, days after treatment. Feeder cells (STO) were used as a control. (G) The survival curve of control and *Cnot3*-cKO SSCs was determined. Cells were treated with vehicle or 4-OHT for 48 h. Then cells were replated at 2.5×10^5^ cells/well. Cell numbers were determined using a hemocytometer at the indicated time points. Mean±s.e.m. from three independent measurements are shown. (H) Number of SSCs after H_2_O_2_ treatment. Control and *Cnot3*-cKO SSCs were treated with 4-OHT for 48 h. H_2_O_2_ was added for 3 h to the cells, and cells were counted 48 h later. (I) Relative expression level of *Cnot3* and *Zbtb16* genes in control and *Cnot3*-cKO SSCs treated with 4-OHT for 48 h at the indicated time points. Mean±s.e.m. from three independent measurements are shown. (J) Single and merged channels of SSCs derived from *Cnot3*-cKO testis showing KIT (green) and DDX4 (red) expression with DAPI. Cells were treated with 4-OHT or vehicle for 72 h and with RA (1 µM) for 24 h before immunofluorescence staining on day 5. The percentage of double-positive cells from at least three independent biological measurements are shown. ****P<0.0001 (two-tailed Fisher's test). Scale bars: 20 μm in C,E; 50 μm in D,J.

### *Cnot3* deletion in SSCs affects its transcriptome profile

To understand how *Cnot3* deletion leads to dramatic loss of undifferentiated spermatogonia and SSCs, we examined transcriptome changes between control and *Cnot3*-cKO spermatogonia. We first compared the WT and *Cnot3* KO Cluster 3 SSCs. However, due to the limited sensitivity of scRNA-seq, both the number and fold change of differentially expressed genes (DEGs) were rather modest. Therefore, we enriched the SSCs using known SSC markers. Since ID4 is an established marker of SSCs in the developing testis (Chan et al., 2014; Cheng et al., 2020; Hermann et al., 2018; Oatley et al., 2011; Velte et al., 2019), we generated *Cnot3*^flox/flox^; *Ddx4*-creER; *Id4-eGfp* mice (Helsel et al., 2017; Zheng et al., 2016). We isolated single-cell suspensions from P8 testes (since *Cnot3* was effectively deleted by this point and CNOT3 protein was undetectable), and collected ID4-EGFP^+^ spermatogonia by flow cytometry for bulk RNA-seq. 

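RNA was sequenced from ID4-EGFP+ cells sorted at postnatal day 8. Both groups had received 25 μg of 4-OHT from day 1 to day 3 after birth. Control mice carried the floxed *Cnot3* alleles and *Id4-eGfp* without *Ddx4*-creER, and *Cnot3*-cKO mice carried all of these. The values used here were the authors' read counts per gene, which had not been normalized, for 2 control and 2 *Cnot3*-cKO libraries. The legend of Fig. 5A gives 3 biological replicates. The authors made these counts from NextSeq reads with a mean Phred quality of at least 20, aligned with STAR and assigned to GENCODE M24 genes with featureCounts. The text of the paper does not say whether reads that match several genes were counted. The control libraries held 40957899 and 43378493 counted reads, and the *Cnot3*-cKO libraries held 22192964 and 28019626. Of the 54920 genes listed, 23952 passed edgeR's expression filter and were tested. Counts were scaled with TMM factors and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so every adjusted p rests on the dispersion model fitted across genes. The biological coefficient of variation fitted across genes was 0.145.

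*Cnot3* lies on chromosome 7 of GRCm38, from 3645268 to 3661109 on the forward strand. It had 54.4 ± 5.94 CPM (reads relative to the TMM-scaled library total; SD, n = 2) in control cells and 19.6 ± 0.521 CPM (SD, n = 2) in *Cnot3*-cKO cells. Its log2 fold change was -1.48 (standard error 0.13, adjusted p = 1.48e-05), a level of 0.360 relative to controls. The 4 libraries held 2362 and 2114 *Cnot3* reads in controls and 435 and 571 in *Cnot3*-cKO cells. Leaving out 1 library at a time gave log2 fold changes from -1.58 to -1.36. Counts per gene cannot separate transcripts of the deleted allele from transcripts of an intact allele.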

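At a fold change above 2 and an adjusted p under 0.01, 965 genes were called higher and 176 were called lower in *Cnot3*-cKO ID4-EGFP+ cells. In each of these genes both *Cnot3*-cKO libraries lay on the same side of both control libraries. Chance places 33.3% of genes in this way, and 59.1% of all tested genes were so placed. Among called genes with an average log2 CPM of at least 1, the largest increases were in *Krt18* (log2 fold change 3.85, standard error 0.33), *Islr2* (2.88, standard error 0.26) and *Hsd17b1* (2.85, standard error 0.26). *Krt18* rose from 0.673 ± 0.313 to 9.72 ± 1.70 CPM (SD, n = 2 per group). Lists of Sertoli cell, Leydig cell and macrophage genes also rose in these libraries (median log2 fold changes 1.91, 1.34 and 1.21). Counts alone therefore cannot place the rise of a called gene in germ cells or in other cells of the sort. The largest decreases were in *Mobp* (log2 fold change -2.62, standard error 0.41), *Nr2e1* (-2.40, standard error 0.32) and *Thsd4* (-2.30, standard error 0.21). Leaving out 1 library moved *Mobp* to between -3.49 and -2.14. The counts of called genes changed by the largest factor when the test itself required a fold change above 2 (glmTreat), which left 87 genes higher and 5 lower.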

Using fold change >2 and adjusted *P*<0.01 in the RNA-seq analysis, we identified 798 transcripts that were upregulated and 137 that were downregulated in *Cnot3*-cKO testes compared to controls (Fig. 5A, Table S1). Such a distinct imbalance between the up- and downregulated mRNA levels is consistent with the known function of *Cnot3* in promoting mRNA degradation (Morita et al., 2011), and suggests that CNOT3 normally represses gene expression in SSCs. 

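Genes called higher made up 84.6% of the 1141 called genes. They took 0.938% and 0.815% of the reads in the control libraries and 2.52% and 2.44% in the *Cnot3*-cKO libraries. Genes called lower took 0.658% and 0.637% of control reads and 0.290% and 0.300% of *Cnot3*-cKO reads. The median log2 fold change was 1.50 among genes called higher and -1.23 among genes called lower, and it was 0.01 over all tested genes. The median level in controls was 4.26 CPM for genes called higher and 15.0 CPM for genes called lower. The control level is also the base of the fold change. By construction this favors low control levels among genes called higher and high ones among genes called lower. The counts by control level carry the same bias. Among the 4110 tested genes at 4 to 16 CPM in controls, 382 were called higher and 70 lower. Among the 4184 genes above 64 CPM, 14 were called higher and 20 lower. The imbalance depended on the fold change limit. At an adjusted p under 0.01 with no limit on the fold change, 1488 genes were higher and 1125 were lower, so that 56.9% were higher. From the excess of upregulated transcripts, and from the known function of *Cnot3* in mRNA degradation, the paper proposes that CNOT3 normally represses gene expression in SSCs. Whether RNA from other cell types adds to this excess cannot be told from counts.

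**Figure D1:**
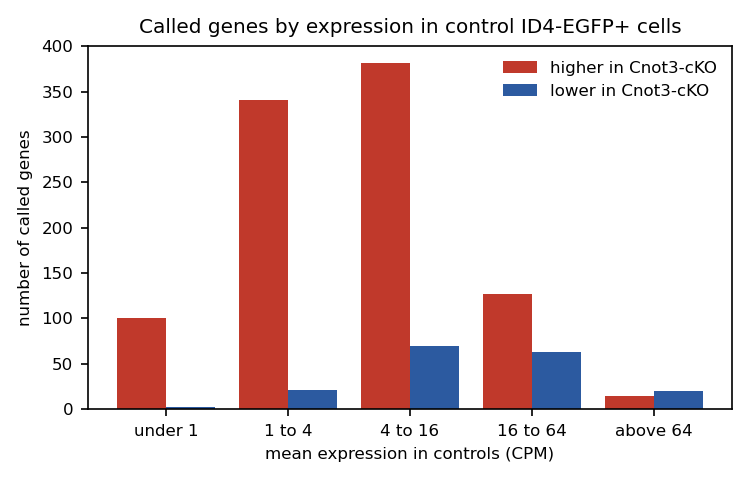
Number of genes called higher (red bars) or lower (blue bars) in *Cnot3*-cKO ID4-EGFP+ cells, by mean level in the 2 control libraries in CPM. Genes called higher outnumbered genes called lower in each class except above 64 CPM, where 14 were higher and 20 lower. The control level is also the base of the fold change, so part of this pattern arises by construction.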

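Lists of genes for several processes were written from gene symbols, in place of gene ontology annotation, and tested as sets with limma's camera on log2 CPM. Adjustment was over 21 lists. The male gonad development list had 33 tested genes, of which 13 were called higher and 1 lower, with a median log2 fold change of 0.85 (adjusted p = 0.00361). It shares 8 genes with a list of Sertoli cell markers, namely *Sox9*, *Amh*, *Amhr2*, *Wt1*, *Gata4*, *Dhh*, *Fshr* and *Nr5a1*. All 8 were called higher, so its rise is not independent of the Sertoli cell list. The germ cell development list had 30 tested genes, of which 1 was called higher and 3 lower. Its median was -0.08 (adjusted p = 0.0436), which was -0.18 without control replicate 1. None of 29 tested mRNA stabilization genes was called in either direction, and their median was -0.15 (adjusted p = 0.0651). That median was -0.02 without control replicate 1 and -0.23 without control replicate 2. Transcription factor families had 167 tested genes with 11 higher and 9 lower, a median of 0.02 (adjusted p = 0.948) and a median of -0.03 without *Cnot3*-cKO replicate 2. Zinc finger proteins of the *Zfp* series had 387 tested genes with 6 higher and 1 lower and a median of -0.07 (adjusted p = 0.127). Their median was -0.04 without *Cnot3*-cKO replicate 1 and -0.11 without *Cnot3*-cKO replicate 2. The medians of the germ cell development, mRNA stabilization and zinc finger lists turned positive, to 0.23, 0.16 and 0.25, when the libraries were scaled to pan-germ cell genes. Of these 5 lists, only male gonad development was called under fry, and none was called with the inter-gene correlation estimated from the data.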

Based on gene ontology analysis, we found that these upregulated genes were significantly enriched for terms related to RNA metabolic processes and germ cell development (Fig. 5B).

**Fig. 5.**
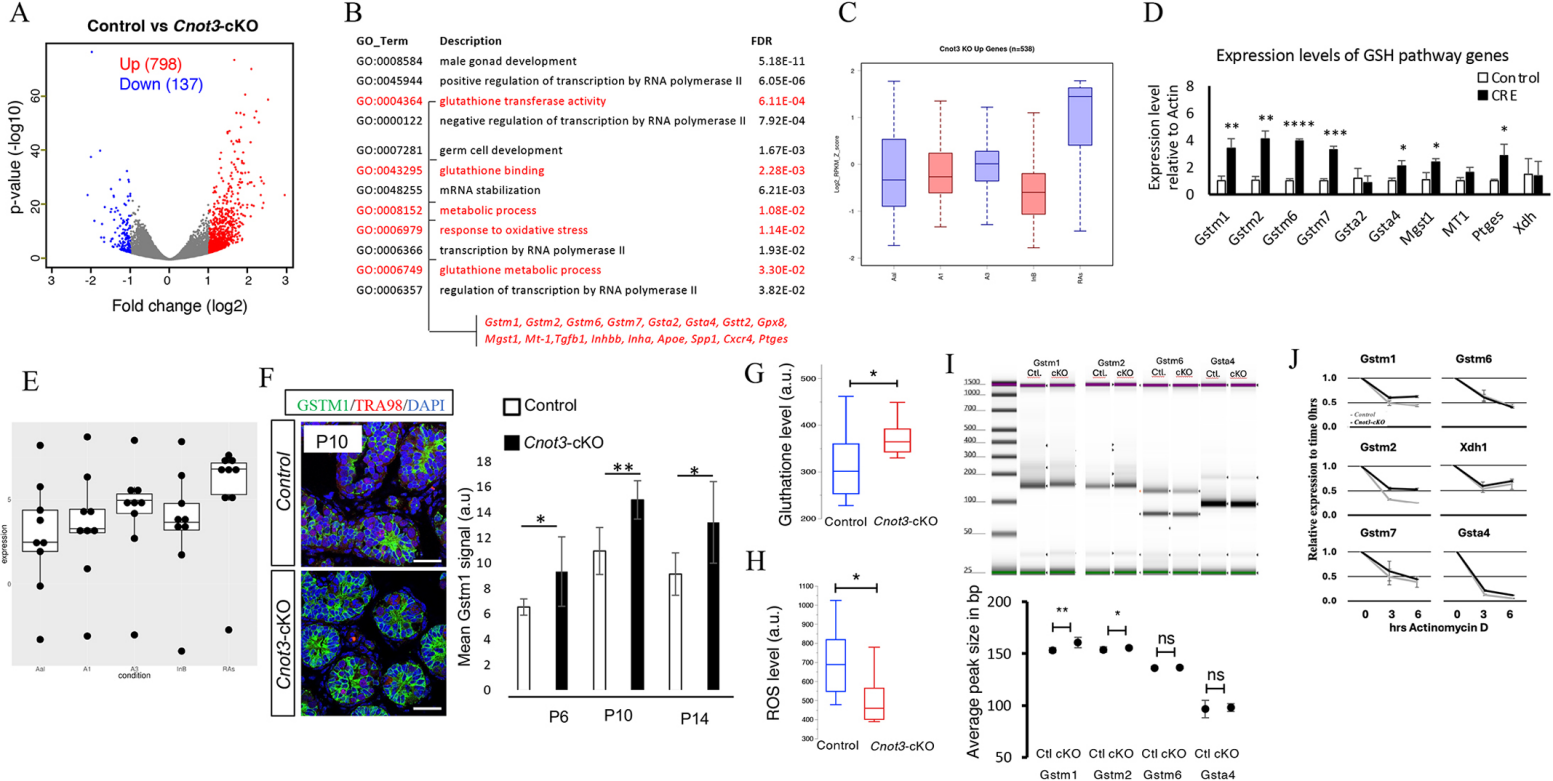
***Cnot3* deletion affects spermatogenic gene expression and GSH/ROS balance.** (A) Volcano plot (log2 fold change versus −log10 *P*-value) of RNA-seq data from control and *Cnot3*-cKO ID4-EGFP^+^ undifferentiated spermatogonia at P8 (three biological replicates), identifying 798 and 137 genes upregulated and downregulated, respectively. (B) Gene ontology analysis of upregulated genes in *Cnot3*-cKO ID4-EGFP^+^ undifferentiated spermatogonia at P8. Pathways and genes involved in the GSH/ROS pathway are indicated in red. (C) Box plot showing the expression profile of the genes upregulated in *Cnot3*-cKO ID4-EGFP^+^ SSCs in undifferentiated spermatogonia stages A aligned (Aal) and A1 and differentiating spermatogonia A3, Intermediate B (InB) and preleptotene stages (RAs) (Kirsanov et al., 2023). (D) Expression level of GSH pathway genes relative to expression of *Actb* in ID4-EGFP^+^ spermatogonia from control and *Cnot3*-cKO. Mean±s.e.m. from three independent measurements is shown *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 (two-tailed, unpaired Student's *t*-test). (E) Box plot showing the expression profile of the GSH pathway genes *Gstm1*, *Gstm2*, *Gstm6*, *Gstm7*, *Gclc*, *Gsta4*, *Mgst1*, *Mt1* and *Ptges* in undifferentiated spermatogonia stages A aligned (Aal) and A1 and differentiating spermatogonia A3, Intermediate B (InB) and preleptotene stages (RAs) (Kirsanov et al., 2023). (F) Merged channels of single confocal sections of P10 control and *Cnot3*-cKO testis showing GSTM1 (green) and TRA98 (red) expression with DAPI (blue). Scale bar: 50 μm. Average±s.e.m. of mean GSTM1 signal intensity of positively labeled SSCs from at least three independent biological measurements are shown *P<0.05, **P<0.01 (two-tailed, unpaired Student's *t*-test). (G) Box and whisker plot of GSH levels measured by flow cytometry in control and *Cnot3*-cKO ID4-EGFP^+^ undifferentiated spermatogonia at P8. *P<0.05 (two-tailed, unpaired Student's *t*-test). (H) Box and whisker plot of ROS levels measured by flow cytometry in control and *Cnot3*-cKO ID4-EGFP^+^ undifferentiated spermatogonia at P8. *P<0.05 (two-tailed, unpaired Student's *t*-test). (I) TapeStation electrophoresis of poly(A) tail generated by the extension poly(A) test (ePAT), for the indicated transcripts at P8. *P<0.05, **P<0.01 (two-tailed, unpaired Student's t-test). ns, not significant (*P*>0.05). (J) Examination of mRNA stability for the indicated genes. *Cnot3*-cKO SSCs were treated with (KO) or without 4-OHT (WT) for 48 h. Actinomycin D was added to the cells, and mRNA level was measured by RT-qPCR at the indicated time points. a.u., arbitrary units.

Next, we collated transcripts that were increased in *Cnot3*-cKO ID4-EGFP^+^ spermatogonia and examined their levels during spermatogonial differentiation. This was done using our recently published RNA-seq dataset from germ cells isolated from mice with synchronized steady-state spermatogenesis: undifferentiated spermatogonia and from spermatogonia at the onset (type A1), midpoint (type A3) and end (type intermediate/B) of differentiation, and preleptotene spermatocytes entering meiosis (Kirsanov et al., 2023) (Fig. 5C). We found that mRNAs that increased in *Cnot3*-cKO ID4-EGFP^+^ cells tended to be upregulated between undifferentiated and early/mid-stages (type A1-A3) of spermatogonial differentiation. This observation suggested these *Cnot3*-repressed transcripts are normally upregulated during SSC differentiation. Thus, it is conceivable that CNOT3 normally promotes the degradation of transcripts involved in spermatogonial differentiation to maintain SSC identity and function.

### *Cnot3* deletion upregulates the GSH redox pathway

Interestingly, among the CNOT3-repressed transcripts in our RNA-seq analyses, we noted that transcripts encoding proteins in the GSH redox pathway were significantly over-represented (Fig. 5B,D). 

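A glutathione family was defined by gene symbol, covering glutathione transferases, peroxidases, synthesis genes and related enzymes. Of its 45 tested genes, 10 were called higher, or 22.2%, against 4.03% of all tested genes (odds ratio 6.87, one-sided Fisher's exact test, p = 9.50e-06). The family was defined after Table S1, made from these same libraries, had been read. The 10 genes include 4 *Gstm* paralogs, while the test treats genes as independent. This p is therefore not independent evidence. The median log2 fold change of the family was 0.31, and it was 0.48 without *Cnot3*-cKO replicate 2. The odds ratio of this glutathione family over-representation moved most, to 28.0, when the test itself required a fold change above 2. Only 87 genes in all were called higher in that setting. Of the 17 genes marked as GSH/ROS genes in Fig. 5B, 14 were called higher over all genes tested and 14 when adjusted over the list alone. The paper chose these genes from this comparison, so neither count is independent evidence. *Gstm1*, *Gstm2*, *Gstm6* and *Gstm7* lie on the reverse strand of chromosome 3 of GRCm38, between 107926334 and 108017973. *Gstm1* rose from 47.8 ± 0.840 to 163 ± 11.1 CPM (SD, n = 2 per group), a log2 fold change of 1.76 (standard error 0.10, adjusted p = 8.71e-07). The log2 fold changes of *Gstm2*, *Gstm6* and *Gstm7* were 1.86, 2.00 and 1.94. These 4 genes are paralogs, and reads shared between them cannot be separated in counts per gene. *Inhbb* rose by 2.18, *Ptges* by 2.10, *Mgst1* by 1.42 and *Mt1* by 1.12 on the log2 scale. *Gsta2* (log2 fold change 1.34, standard error 0.50, adjusted p = 0.0803), *Gsta4* (0.80, standard error 0.11, adjusted p = 3.95e-04) and *Tgfb1* (1.00, standard error 0.25, adjusted p = 0.0133) were not called. *Gsta2* was near 1.20 CPM in controls and ranged from 0.69 to 2.53 as 1 library at a time was left out. A list of 16 Sertoli cell genes measured in the same libraries had a median log2 fold change of 1.91. In a comparison chosen after the results were seen, the values of the 4 *Gstm* genes did not differ from this list (exact permutation test, two-sided, p = 0.730). This comparison cannot tell in which cells the *Gstm* transcripts rose.

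**Figure D2:**
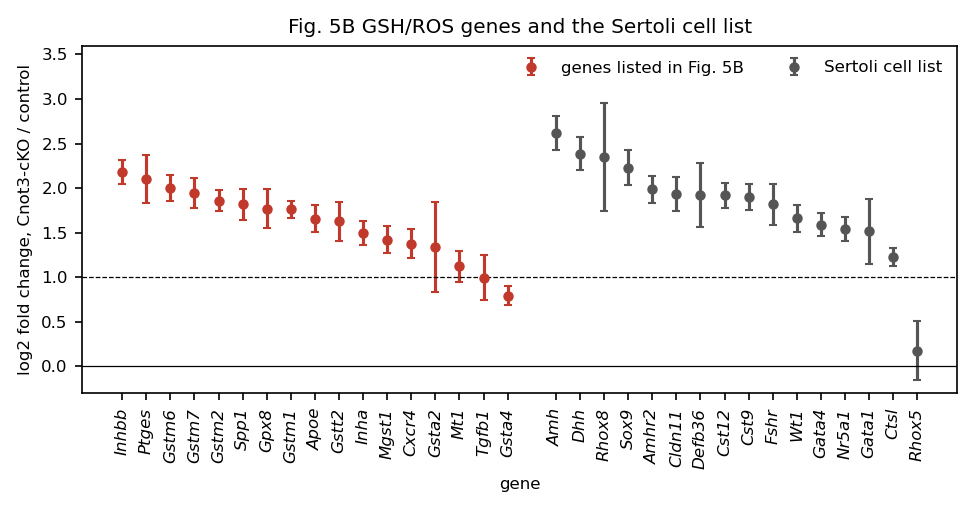
Log2 fold change between *Cnot3*-cKO and control ID4-EGFP+ cells for the 17 GSH/ROS genes of Fig. 5B (red) and 16 Sertoli cell genes (grey). Points are estimates from 2 libraries per group, bars are standard errors, and the dashed line marks a log2 fold change of 1. *Gsta4* at 0.80 and *Rhox5* at 0.18 are the lowest of their groups.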

The GSH pathway protects cells from oxidative damage by reactive oxygen species (ROS) to promote cell proliferation and differentiation (Meister, 1988; Sies, 1991). The glutathione S-transferase alpha 4 and m1 (*Gsta4* and *Gstm1*) genes were overexpressed in SSCs compared to differentiating spermatogonia, suggesting a role for the oxidative stress response pathway in regulating the survival and proliferation of SSCs (Kokkinaki et al., 2009; Suzuki et al., 2021). A balance in ROS levels mediated by GSH is crucial for spermatogonial maintenance and differentiation – basal ROS levels are essential for self-renewal and proliferation of SSCs (Morimoto et al., 2013, 2019), while significantly elevated ROS levels are correlated with male infertility due to their damaging impacts on spermatogonial maintenance and differentiation (Agarwal and Sekhon, 2010; Ishii et al., 2005; Lenzi et al., 1993; Nakamura et al., 2010; Takubo et al., 2006). Thus, we hypothesized that *Cnot3* deletion would disrupt the balance between GSH function and ROS levels and thereby impair SSC maintenance. To test the hypothesis, we first examined transcript levels of several genes of the GSH pathway (*Gstm1*, *Gstm2*, *Gstm6*, *Gstm7*, *Gclc*, *Gsta4*, *Mgst1*, *Mt1*, *Ptges*) in ID4-EGFP^+^ cells isolated from control and *Cnot3*-cKO testes. We found that *Cnot3* deletion led to the upregulation of seven out of the ten transcripts. Moreover, based on their expression in undifferentiated spermatogonia, A1, A3 and In/B differentiating spermatogonia, and preleptotene spermatocytes from our previous study (Kirsanov et al., 2023), these GSH pathway-encoding transcripts were mostly upregulated during spermatogonial differentiation (Fig. 5E). In addition, we examined the protein level of GSTM1 in WT and *Cnot3*-cKO testis at P6, P10 and P14, and found an increase of the GSTM1 signal in *Cnot3*-cKO SSCs (Fig. 5F). These observations suggest that CNOT3 represses the GSH pathway in SSCs, and GSH pathway activation may be a necessary step for spermatogonial differentiation. Finally, we examined GSH and ROS levels with flow cytometry using live cell fluorescent dyes in cell suspensions freshly prepared from control and *Cnot3*-cKO P8 testes. In ID4-EGFP-high cells, GSH levels were significantly increased while ROS levels were significantly decreased in the *Cnot3*-cKO samples (Fig. 5G,H, Fig. S5), consistent with the role of GSH in preventing ROS accumulation.

Because CNOT3 is part of the CCR4-NOT mRNA deadenylase complex, we tested whether it may regulate the poly(A) tail length of the GSH pathway gene transcripts using the extension Poly(A) Test (ePAT) (Janicke et al., 2012). We observed that *Cnot3* deletion led to an increase in poly(A) tail length of *Gstm1* and *Gstm2* mRNAs, but no change for *Gstm6* and *Gsta4* transcripts (Fig. 5I), suggesting that only a subset of mRNAs was affected. To investigate further the consequence of this, we examined the stability of GSH pathway mRNAs in cultured SSCs (Fig. 5J) by RT-qPCR after transcription inhibition. Upon *Cnot3* deletion, we observed an increase in the half-life of *Gstm1*, *Gstm2* and *Gstm7* transcripts, but no changes for *Gstm6, Xdh* and *Gsta4* transcripts. Thus, *Cnot3* deletion appears to promote poly(A)-tail lengthening and stabilization of *Gstm1* and *Gstm2* mRNAs, suggesting a role for *Cnot3* in promoting the deadenylation and degradation of a subset of GSH pathway transcripts.

To test the functional significance of the observed changes in ROS levels, we treated cultured SSCs with hydrogen peroxide to elevate ROS and tested whether the treatment could mitigate the cell loss observed upon *Cnot3* deletion (Barati et al., 2015; Mori et al., 2021). We found that 30 µM H_2_O_2_ treatment did not affect the control SSCs (Barati et al., 2015; Mori et al., 2021), but led to a slight increase in cell number in *Cnot3* deletion SSCs (Fig. 4H). However, this increase was not statistically significant under our experimental conditions. While our H₂O₂ rescue experiment did not reverse SSC loss *in vitro*, it suggests that ROS alone are not the sole cause of SSC depletion. Previous studies highlight that basal ROS levels are crucial for SSC self-renewal and proliferation, and, *in vivo*, ROS depletion reduces SSC numbers (Ishii et al., 2005; Nakamura et al., 2010; Takubo et al., 2008; Morimoto et al., 2013). However, our results indicate that the *in vitro* environment may not fully capture the complexity of ROS signaling *in vivo*. It is possible that other factors that are misregulated after Cnot3 deletion, such as signaling molecules and the testicular microenvironment, may make SSCs more responsive to ROS *in vivo*. Thus, while ROS are important for SSC function, their role likely depends on the specific cellular and environmental context.

In summary, our findings revealed that in the absence of CNOT3 upregulation of transcripts encoding GSH pathway components leads to an accumulation of GSH and a reduction of ROS. Therefore, it is conceivable that the reduced ROS level in *Cnot3* deletion impairs spermatogonial maintenance, contributing partly to the phenotype of germ cell loss and infertility *in vivo*. It is worth noting that GSH pathway genes only account for a small fraction of all upregulated genes upon *Cnot3* deletion. 

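By gene symbol, glutathione family members were 1.04% of the genes called higher in *Cnot3*-cKO ID4-EGFP+ cells at P8, and the other 955 genes called higher lay outside the family. The family counts enzymes of glutathione synthesis, transfer and reduction and related enzymes, and its largest rise was in *Ptges* (log2 fold change 2.10). It leaves out other genes marked in Fig. 5B, such as *Apoe* (log2 fold change 1.66) and *Spp1* (1.82).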

Many of the other upregulated factors may also be involved in the SSC maintenance defects.

## DISCUSSION

The developmental program of spermatogenesis, which is essential for lifelong male fertility, relies on the continual function of SSCs, which balance self-renewal divisions with those that produce undifferentiated progenitors that eventually become committed to generating sperm (de Rooij and Russell, 2000; Oatley and Brinster, 2008). The formation and maintenance of these undifferentiated spermatogonial populations depend on a gene expression program regulated by a coordinated balance between both transcriptional and post-transcriptional mechanisms. The germ cell type-specific transcriptome is shaped by the coordinated processes of transcription and RNA decay. Here, we discovered that, in mice, CNOT3, a subunit of the CCR4-NOT mRNA deadenylase complex, plays a crucial role in the regulation of SSCs and their potential for self-renewal. CNOT3 is particularly abundant in undifferentiated spermatogonia, and its deletion in spermatogonia led to germ cell loss and infertility. In the absence of CNOT3, transcripts associated with factors involved in SSC differentiation are de-repressed. These findings suggest that CNOT3, likely through the CCR4-NOT complex, facilitates the degradation of differentiation gene transcripts to maintain the spermatogonial pool and ensure the progression of spermatogenesis. This highlights the importance of CNOT3 during male germ cell development. Furthermore, the present study on the postnatal male germline, taken together with our previous work in embryonic stem cells (Hu et al., 2009; Zheng et al., 2012), suggests that CNOT3 and CCR4-NOT-mediated post-transcriptional regulation can protect the identity and self-renewal of stem cells in different contexts.

Our transcriptome analyses showed that transcripts encoding factors targeted by CNOT3 in SSCs included those in the GSH redox pathway. Elevated ROS levels can cause oxidative stress and negatively affect male fertility by impacting SSC survival and function (Ishii et al., 2005; Nakamura et al., 2010; Takubo et al., 2006). However, basal levels of ROS are also required for SSC self-renewal (Morimoto et al., 2013). Moreover, suppression of ROS levels showed reduced SSC proliferation, while hydrogen peroxide treatment increased SSC self-renewal (Morimoto et al., 2013, 2019). Here, we observed that in SSCs CNOT3 prevents the elevation of GSH levels and the decrease of ROS levels, thus contributing to the integrity of SSC function.

Poly(A) tails at mRNA 3′ ends play an essential role in maintaining mRNA steady-state levels in eukaryotes (Brawerman, 1981; Wickens et al., 1997). Deadenylation, which is the process of removing the poly(A) tail and the initial step in all forms of mRNA decay, is essential for maintaining transcriptome balance (Goldstrohm and Wickens, 2008). The major mRNA deadenylase in eukaryotes is the CCR4-NOT multi-subunit complex, which includes the scaffold protein CNOT1, the NOT-domain subunits CNOT2 and CNOT3, the catalytic subunits CNOT6, CNOT6L, CNOT7 and CNOT8, and other regulatory subunits (Collart and Panasenko, 2012, 2017). Using genetic approaches, previous studies have uncovered important roles for CCR4-NOT-mediated mRNA decay during both embryonic and germ cell development. In embryonic development, CNOT3 is required for the maintenance of pluripotent stem cells (Zheng et al., 2012, 2016). CNOT4 is required for post-implantation development and male meiosis (Dai et al., 2021). *Cnot6/6l* whole-body deletion results in female infertility due to defective maternal mRNA degradation during oocyte maturation. (Berthet et al., 2004; Sha et al., 2018). *Cnot7* deletion impairs spermatogenesis and male fertility, but oogenesis progresses normally (Berthet et al., 2004). Thus, the CCR4-NOT complex can play different roles in different cell types and cellular contexts. While our current study focused on the role of CNOT3 in SSCs, it is conceivable that CNOT3 plays important roles in additional stages of spermatogenesis. Consistent with this notion, *Cnot3* deletion also led to a small decrease in the undifferentiated progenitor cell population (Fig. 3D-F).

There are several examples of mRNA-binding proteins that interact with the CCR4-NOT deadenylase complex in the germline to promote the degradation of mRNAs involved in spermatogonial differentiation. This activity is proposed to prevent premature differentiation and ensure that they remain self-renewing. NANOS2, an RNA-binding protein that promotes RNA degradation, is only expressed in SSCs in the postnatal testis, and mice deficient in NANOS2 have a progressive loss of SSCs, leading to germline extinction (Codino et al., 2021; Sada et al., 2009; Suzuki et al., 2010). Separately, *Dnd1* is expressed from the origin of the germline in primordial germ cells through to postnatal spermatogonia in mice. DND1 directly recruits the CCR4-NOT complex to destabilize mRNAs encoding factors involved in the positive regulation of apoptosis, pluripotency and inflammation. DND1 function is required for the survival of primordial germ cells and SSCs and, in some genetic backgrounds, to prevent the development of testicular germ cell tumors (Cook et al., 2009, 2011; Sakurai et al., 1995; Suzuki et al., 2016; Yamaji et al., 2017). To test the involvement of NANOS2 or DND1, we carried out motif enrichment analysis in the differentially regulated genes after *Cnot3* deletion. However, we did not find any significant enrichment for known NANOS2- and DND1-binding motifs in the 3′-UTR of our gene set. In addition, we also carried out *de novo* motif analysis but failed to identify any significantly enriched motif. As CCR4-NOT can be regulated by its interaction with various factors, including mRNA-binding proteins, BTG/Tob family factors and miRNA silencing pathways, in the future it will be important investigate further how it targets specific mRNA subsets for degradation.

## MATERIALS AND METHODS

### Animals and 4-OHT treatment

*Cnot3*^flox/flox^ and *Ddx4*-CreER transgenic mice were bred to generate *Cnot3*^flox/flox^; *Ddx4*-creER mice. *Cnot3*^flox/flox^*; Ddx4*-creER; *Id4-eGfp* mice were derived by breeding *Cnot3*^flox/flox^; *Ddx4*-creER and *Id4-eGfp* mice (Zheng et al., 2016). The genotypes of offspring were determined by qRT-PCR by Transnetyx, Inc. (Zheng et al., 2016). For adult mice, 4-week-old *Cnot3*^flox/flox^; *Ddx4*-creER mice were dosed with 200 mg/kg 4-OHT for three consecutive days. Testes were collected from both 6- and 8-week-old mice. Neonatal mice were given daily subcutaneous injections (25 ga needles) of 25 µg of 4-OHT from P1 to P3. Testes were collected at P6, P8, P10, P14 and P21. All animal procedures were approved by the National Institutes of Health Animals Care and Use Committee and were performed in accordance with an approved National Institute of Environmental Health Sciences animal study proposal.

### Breeding study

Adult male mice (8 weeks of age) were housed individually, and two 6-week-old female mice (C57B1/6) were placed with each male for 1 month. After each of the 1-month mating periods, females were held for an additional 3 weeks to quantify the number of litters and offspring produced.

### *In vitro* SSC culture

SSCs were derived from *Cnot3*^flox/flox^ and *Cnot3*^flox/flox^; *Ddx4-creER* mice, which were bred to a DBA/2 background for more than four generations following a published protocol (Kubota and Brinster, 2008). Briefly, testes were dissected from mice at the age of P5-P8. After the tunica was removed, seminiferous tubules were digested with 7 mg/ml DNase I solution and 0.25% Trypsin-EDTA into a single-cell suspension. Then, SSCs were enriched by 30% Percoll fractionation and then plated on mitomycin C-treated STO cells (SNL76/7 cells) (McMahon and Bradley, 1990). SSCs were maintained in MEMα-based Mouse Serum-Free Medium (Kubota and Brinster, 2008). To induce *Cnot3* deletion, we added 4-OHT freshly prepared in ethanol as per the manufacturer's instructions (Stem Cell Technologies, 72662) to the medium at 0.1 µM at the indicated time points.

To generate a survival curve of control and *Cnot3*-cKO SSCs, cells were treated with vehicle or 4-OHT for 48 h. Then, cells were replated at 2.5×10^5^ cells/ well. Cell numbers were determined using a hemocytometer at the indicated time points.

To induce SSCs to enter meiosis, cells were treated with 4-OHT or vehicle for 72 h and with RA (1 μM; R2625, Sigma-Aldrich) freshly prepared in DMSO for 24 h before immunofluorescence staining on day 5.

The H_2_O_2_ treatment was performed following a previous published report (Barati et al., 2015; Mori et al., 2021). Two days after 4-OHT treatment for *Cnot3* conditional deletion, *Cnot3* control and cKO SSCs were treated with 30 µM H_2_O_2_ or vehicle for 3 h.

To measure mRNA half-life in a subset of genes after *Cnot3* deletion, *Cnot3* cKO SSCs were treated with 4-OHT (KO) or vehicle (control). Actinomycin D was added 48 h after treatment with (*Cnot3*-cKO) or without 4-OHT (*Cnot3*-Control), and cells were collected at 0, 3 and 6 h after actinomycin D addition for RT-qPCR analysis.

### Extension Poly(A) test (ePAT)

Briefly, 1 μg of total RNA, 1 μl of RNA 3′ Adapter and H_2_O were combined in an 8 μl volume, heat denatured at 70°C for 2 min and cooled on ice for at least 1 min. We added 1 μl of 10x RNA Ligase, RNase inhibitor and RNA ligase 2 KQmut (New England Biolabs, M0373S) and incubated at 28°C for 1 h with shaking at 1000 rpm. We mixed in 4 μl of Maxima RT buffer, 1 μl dNTP at 10 mM, 2 μl 9T oligo at 10 μM, 2 μl H_2_O and 1 μl Maxima RT (Thermo Fisher Scientific, EP0741) and ran a reverse transcription reaction for 30 min at 50°C followed by 5 min at 85°C and hold at 12°C. We then diluted the cDNA at 1:5 prior to perform PCR reactions using forward gene-specific primers and reverse 12T oligo for PolyA-PCR reaction and forward and reverse gene-specific primers for control PCR reactions, with a Tm of 55°C, an extension of 1 min and for 30 to 35 cycles. The PCR products were then run on a TapeStation system (Agilent) to evaluate the poly(A) tail length. The average peak size of the ePAT PCR products were measured in three independent control and cKO samples using a TapeStation (Agilent). Differences between samples were assessed by two-tailed, unpaired Student's *t*-test (QuickCalcs; https://www.graphpad.com/quickcalcs).

Primers used for ePAT were: Gstm1 pA PCR-F1, cttagtgctagccctccctagag; Gstm2 pA PCR-F1, ggcctggcctgagagattagatctg; Gstm6 pA PCR-F1, ctgcactttgagcagcttagccc; Gsta2 pA PCR-F1, gctgcattgatggagccacag.

### Tissue processing

Tissues were fixed with 4% paraformaldehyde in 1× PBS overnight at 4°C. For frozen sections, tissues were dehydrated with 30% sucrose and incubated at 4°C until the tissue sank, embedded in O.C.T. and cryosectioned at 10 μm onto glass microscope slides, which were then stored at −80°C until use. For paraffin sections, tissues were dehydrated through an ethanol gradient and embedded in paraffin wax using standard methods. Paraffin-embedded specimens were sectioned at 5 μm onto glass microscope slides, which were then stored at room temperature until use.

### Histology

Paraffin sections of 5 μm thickness were stained with Hematoxylin and Eosin using standard methods by the Immunohistochemistry Support-Pathology Support Group at NIEHS. Hematoxylin and Eosin-stained slides were scanned using Leica Biosystems digital slide scanner by the Imaging Sciences and Artificial Intelligence Group at NIEHS. Representative images were captured using ImageScope through eSlide Manager (Leica Biosystems).

### Immunohistochemistry

Paraffin sections were incubated with antigen unmasking solution (H-3300, Vector Laboratories) for antigen retrieval and 3% H_2_O_2_ (H325, Fisher Scientific) to inactivate endogenous peroxidase. Sections were incubated with the blocking reagent (goat serum) and followed with homemade rabbit anti-mouse CNOT3 (1:1500; Zheng et al., 2012; Table S2) at room temperature for 1 h. Sections were washed three times and then incubated with biotinylated goat anti-rabbit IgG (H+L) (see Table S2) or 30 min at room temperature. Then, ABComplex/HRP (VECTASTAIN ABC-HRP Kit, Vector Laboratories) and DAB substrate (SK4100, Vector Laboratories) were applied to the sections at room temperature. The sections were counterstained with Hematoxylin (HHS16, Sigma-Aldrich), dehydrated, and mounted for imaging. Slides were scanned using a Leica Biosystems digital slide scanner by the Imaging Sciences and Artificial Intelligence Group at NIEHS. Representative images were captured using ImageScope through eSlide Manager (Leica Biosystems).

### Immunofluorescence staining

Cryosections were hydrated with 1× PBS and then permeabilized in blocking buffer (3% bovine serum albumin, 0.1% Triton X-100 in 1× PBS) for 30 min at room temperature. Antibodies (see Table S2) were applied at appropriate dilutions in the blocking buffer and incubated overnight at 4°C. The slides were washed the next day (0.05% Triton X-100 in 1× PBS) for 5 min, followed by two 10 min washes in 1× PBS. Primary antibodies were omitted in negative controls. The primary antibodies were detected by incubating slides for 2 h at room temperature with the corresponding secondary antibodies (see Table S2). After incubation, the slides were washed (0.05% Triton X-100 in 1× PBS) for 5 min, followed by two 10 min washes in 1× PBS, and counterstained with DAPI. VECTASHIELD (H-1000-10, Vector Laboratories) was used as antifading mounting solution. For paraffin sections, sections were deparaffinized and rehydrated prior to antigen retrieval and standard immunostaining procedures. To perform immunofluorescence staining on SSCs, SSCs were seeded on STO feeders, which were prepared 1 day before on Millicell EZ Slides (PEZGS0816, Millipore). SSCs were treated with 4-OHT at 0.1 µM or RA at 1 µM or vehicle for the indicated time. Cells were fixed with 4% paraformaldehyde in PBS for 10 min at room temperature prior to standard immunostaining procedures. Confocal images were taken with a Zeiss LSM 710 inverted microscope (Carl Zeiss Inc.) using the 405 nm, 488 nm and 594 nm laser lines for excitation. A Plan-APOCHROMAT 63×/1.4 Oil DIC or a Plan-APOCHROMAT 20×/0.8 objective was used for image collection. The quantitation of positively labeled cells were blindsided and manually performed using ZEISS ZEN software (version 2.3, SP1) for visualization. The level of GSTM1 mean intensity signal was measured using Fiji version 2.14.0/1.53 s. Differences between samples were assessed with the Smirnov–Kolmogorov test, two-tailed, unpaired Student's *t*-test and two-tailed Fisher's test (QuickCalcs; http://www.graphpad.com/quickcalcs/index.cfm).

### Immunoblotting

*In vitro* cultured SSCs were lysed in a NuPAGE LDS Sample Buffer (Invitrogen, NP0007) at the same cell concentration. An equal amount of proportion was loaded in each lane (Zheng et al., 2012). Antibodies are listed in Table S2.

### Isolation of ID4-EGFP cells by fluorescence-activated cell sorting

Testes were dissected from 4-OHT-treated neonatal mice (*Cnot3*^flox/flox^;*Id4-eGfp*, and *Cnot3*^flox/flox^; *Ddx4*-creER, ID4-EGFP). Tunica were removed and released seminiferous tubules were placed in a dish with 4.5 ml 0.25% trypsin (25200056, Thermo Fisher Scientific) and 0.5 ml Accutase (A1110501, Thermo Fisher Scientific). Tubules were dissociated by pipetting up and down several times and incubated in a 37°C CO_2_ incubator for 5 min. Another 1 ml Accutase was added, and pipetting and incubation steps were repeated twice until the clumps were dispersed into a single-cell suspension. The single-cell suspension was placed on ice, and ID4-EGFP^+^ cells were collected by a BD FACSAria II Cell Sorter (BD Biosciences). ID4-EGFP^+^ cell pellets were centrifuged at 300 ***g*** for 20 min and stored in RNA lysis buffer (7326820, Bio-Rad; Aurum™ Total RNA Mini Kit) at −80°C until use.

### The cellular level of ROS and GSH measurement

Single-cell suspensions were prepared from P8 ID4-EGFP control and ID4-EGFP-*Cnot3*-cKO testes. The cells were stained using a CellROX™ Deep Red Flow Cytometry Assay Kit (C10491, Thermo Fisher Scientific) for ROS level and stained with ThiolTracker™ Violet (GSH detection reagent) (T10095, Thermo Fisher Scientific) to detect reduced GSH according to the manufacturer's protocol. The cells were analyzed on a BD LSRFortessa™ Cell Analyzer (BD Biosciences). All measurements were independently performed and at least in triplicate. Differences between samples were assessed with two-tailed, unpaired Student's *t*-test (QuickCalcs; https://www.graphpad.com/quickcalcs).

### Real time RT-PCR

Total RNA was isolated with TRIZOL reagent (Invitrogen) and treated with TURBO DNA-free (Ambion) as per manufacturer's recommendations. cDNA synthesis was produced with oligo dT primers and SuperScript III Reverse Transcriptase (Invitrogen). The cDNAs were diluted in water for downstream PCR reactions using appropriate primers (Table S3) and SsoFast EvaGreen Supermix (Bio-Rad) and performed in triplicate. Real-time PCR Bio-Rad CFx96 Real-Time PCR System was used to detect Eva Green. Standard curves were generated using a serial dilution, and *Actb* was used for normalization. Relative quantitation was analyzed using ΔΔCt methods. All measurements were independently performed and at least in triplicate. Differences between samples was assessed with two-tailed, unpaired Student's *t*-test (QuickCalcs; https://www.graphpad.com/quickcalcs).

### RNA-seq data analysis

ID4-EGFP^+^ spermatogonia were collected by flow cytometry from P8 testes of control and *Cnot3*-cKO mice. Total RNA was isolated using the Bio-Rad Aurum Total RNA Mini Kit as per the manufacturer's recommendations. RNA-seq library was constructed using the Illumina TruSeq Stranded Total RNA kit and sequenced on a NextSeq 500 system (Illumina).

Reads were quality-filtered, only keeping those with a mean Phred quality score of 20 or greater. Reads were aligned to the mm10 assembly using STAR version 2.6.0c (Dobin et al., 2013). Gene read counts were obtained using the GENCODE annotation version M24 and the featureCounts tool from the Subread package version 1.5.1 (Liao et al., 2014). DEGs were identified using DESeq2 version 1.14.1 (Love et al., 2014). Gene ontology enrichment analysis was performed using goSTAG (Bennett and Bushel, 2017) version 1.12.1.

### scRNA-seq data analysis

CD9^+^/THY1^+^ testis cells were collected by flow cytometry from P8 testes of control and *Cnot3*-cKO mice. scRNA-seq libraries were prepared with the 10x Genomics Chromium Single Cell 3′ Kit v3.1 and sequenced on NextSeq 500 and NovaSeq 6000 systems (Illumina).

#### scRNA-seq data processing

Raw read processing was carried out using the Cell Ranger Single-Cell Software Suite (version 3.0.1, 10x Genomics Inc.). Briefly, the demultiplexed FASTQ files (paired-end; Read 1: 150 bp; Read 2: 150 bp) were generated using the CellRanger mkfastq command. The primary data analyses, which included alignment, filtering, barcode counting and unique molecular identifier (UMI) quantification for determining gene transcript counts per cell (generated a gene-barcode matrix), quality control, clustering and statistical analysis, were performed using CellRanger count command. Genes were annotated using Ensembl build 93.

#### Single-cell gene expression quantification and filtering

Raw gene expression matrices generated per sample using CellRanger were imported into R (version 4.0.0) and converted to a Seurat object using the Seurat R package (version 3.4) (Satija et al., 2015). Dead cells and doublets were removed. The first, the total number of UMIs and genes, and the percentage of UMIs derived from the mitochondrial genome for each cell were counted. Then, cells that had over 10% UMIs derived from the mitochondrial genome were discarded. Next, the upper bound was calculated as mean plus two s.d. and the lower bound as mean minus two s.d. for both the total UMIs and genes, respectively. Finally, cells with total UMIs or genes outside of the upper and lower bounds were removed.

#### Data integration (CCA) and determination of the major cell types

The remaining cells were integrated together, and batch effects were correct using CCA of Seurat (Satija et al., 2015). The main cell types were identified on the basis of predicted and known marker genes acquired from the SingleR (https://github.com/LTLA/SingleR) %20and the CellMarker database (http://biocc.hrbmu.edu.cn/CellMarker/).

#### Data integration of germ cells and determination of the major cell types

All germ cell raw expression profiles were extracted and integrated together and batch effects were corrected using RunFastMNN from the R package ‘batchelor’ (Haghverdi et al., 2018). First, for each sample, gene expression matrices were normalized to total cellular read count and Cell-Cycle scores were calculated using Seurat CellCycleScoring function. Then, the Seurat SCTransform function was applied for the normalized data to remove the cell cycle effect and select 2500 highly variably genes (HVGs) for downstream analysis. HVGs were checked and mitochondrial genes removed. Following that, principal component analysis was scaled and re-calculated for the cleaned HVGs. The RunUMAP function was then applied for UMAP dimensional reduction. The FindNeighbors function was used to construct a shared nearest neighbor graph, and the FindClusters function with ‘resolution=0.5’ parameter was carried out to cluster cells into different groups. The main cell types were identified on the basis of predicted and known marker genes. For SSC data analysis, all SSC raw expression profiles were extracted and integrated together and batch effects were correct using RunFastMNN. The following analysis was the same as for all germ cells.

### Identification of marker genes and DEGs

To identify marker genes for these cell types, we compared the gene expression values of cells from the cluster of interest to that of cells from the rest of the clusters using the Seurat FindMarkers function with default parameters of the ‘MAST’ test (Finak et al., 2015). Marker genes were defined based on the following criteria: (1) the average expression value in the cluster of interest was at least 1.2-fold higher than the average expression in the rest of clusters; (2) there were greater than 10% of cells in the cluster of interest that were detectable; and (3) marker genes had the highest mean expression in the cluster of interest compared to the rest of clusters.

To identify DEGs between two group of cells, e.g. N-acute myeloid leukemia versus healthy donors, the Seurat FindMarkers function with method ‘MAST’ were applied for two group of cells with parameters ‘min.pct=0.01, logfc.threshold=0.01’.

### Gene set enrichment analysis

For marker genes and DEG lists, gene ontology and pathway analyses were performed by the R package ClusterProfile (version 3.18.1) (Wu et al., 2021). Terms with false discovery rate <0.05 were regarded as significant enrichment.

## Supplementary Material

10.1242/develop.204557_sup1 Supplementary information

Table S1. List of differentially expressed genes (DEGs) with a fold change >2 and adjusted P<0.01, when comparing RNA-seq data set from FACS sorted ID4-EGFP+ spermatogonia *Cnot3*-Control versus *Cnot3*cKO. 798 transcripts were upregulated (DEGs_UP) and 137 were downregulated (DEGs-DOWN) in *Cnot3*-cKO ID4-EGFP+ spermatogonia as compared to controls.

# Supplementary material for: Cnot3 is required for male germ cell development and spermatogonial stem cell maintenance
**Source:** Development. 2025 Aug 15;152(15):dev204557. doi: 10.1242/dev.204557
**Supplement:** Supplementary information

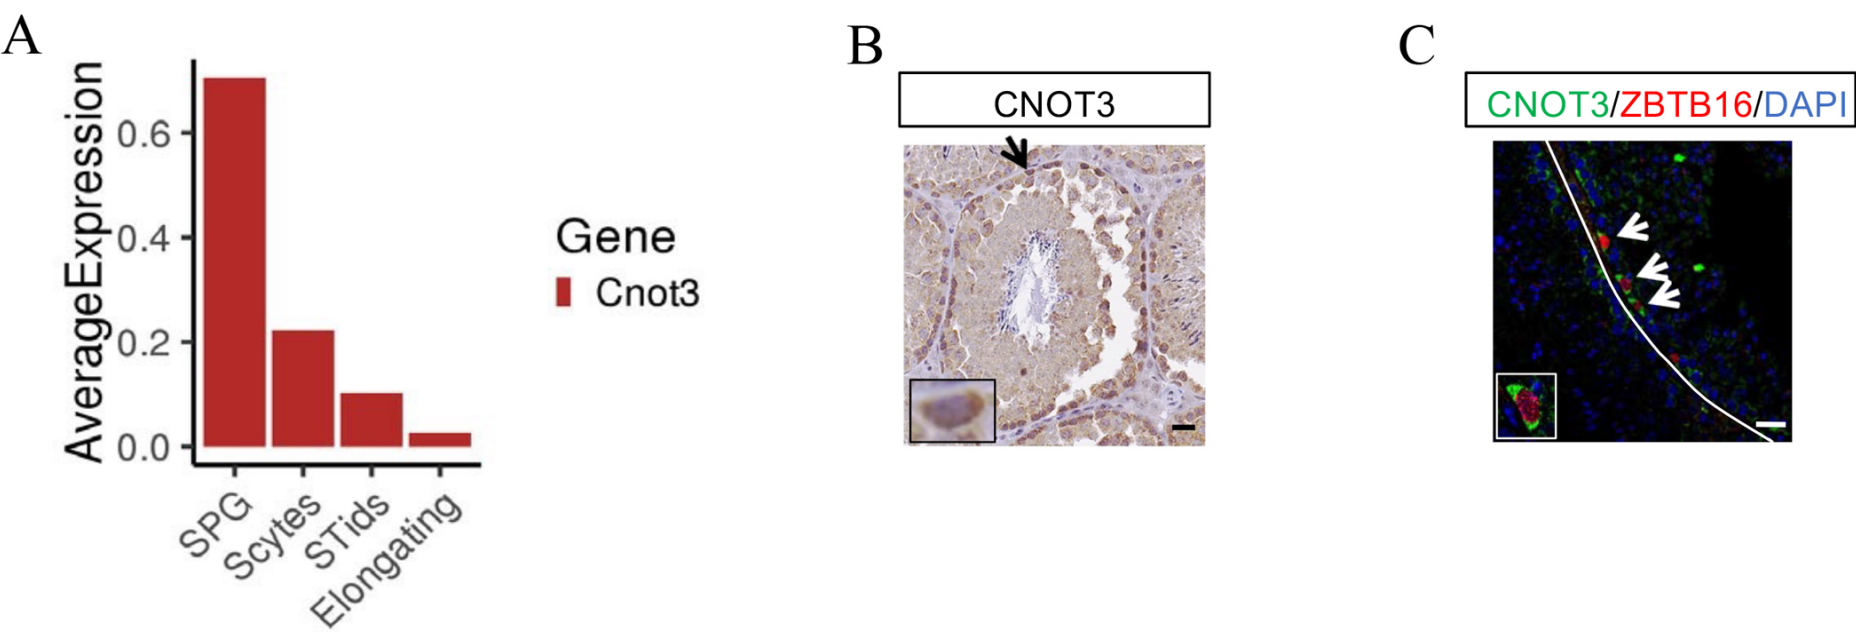

**Fig. S1. *Cnot3* deletion results in germ cell loss and male infertility**

(A) Analyses of the abundance of *Cnot3* transcripts in Spermatogonia (SPG), Spermatocytes (Scytes), Spermatids (STids) and

(B) Sections of testis of 8wo WT male showing CNOT3 (brown) and hematoxylin.

(C) Merged channels of single confocal sections of 8wo testis showing CNOT3 (green) expression in ZBTB16-positive (red) in undifferentiated spermatogonia with DAPI (blue).

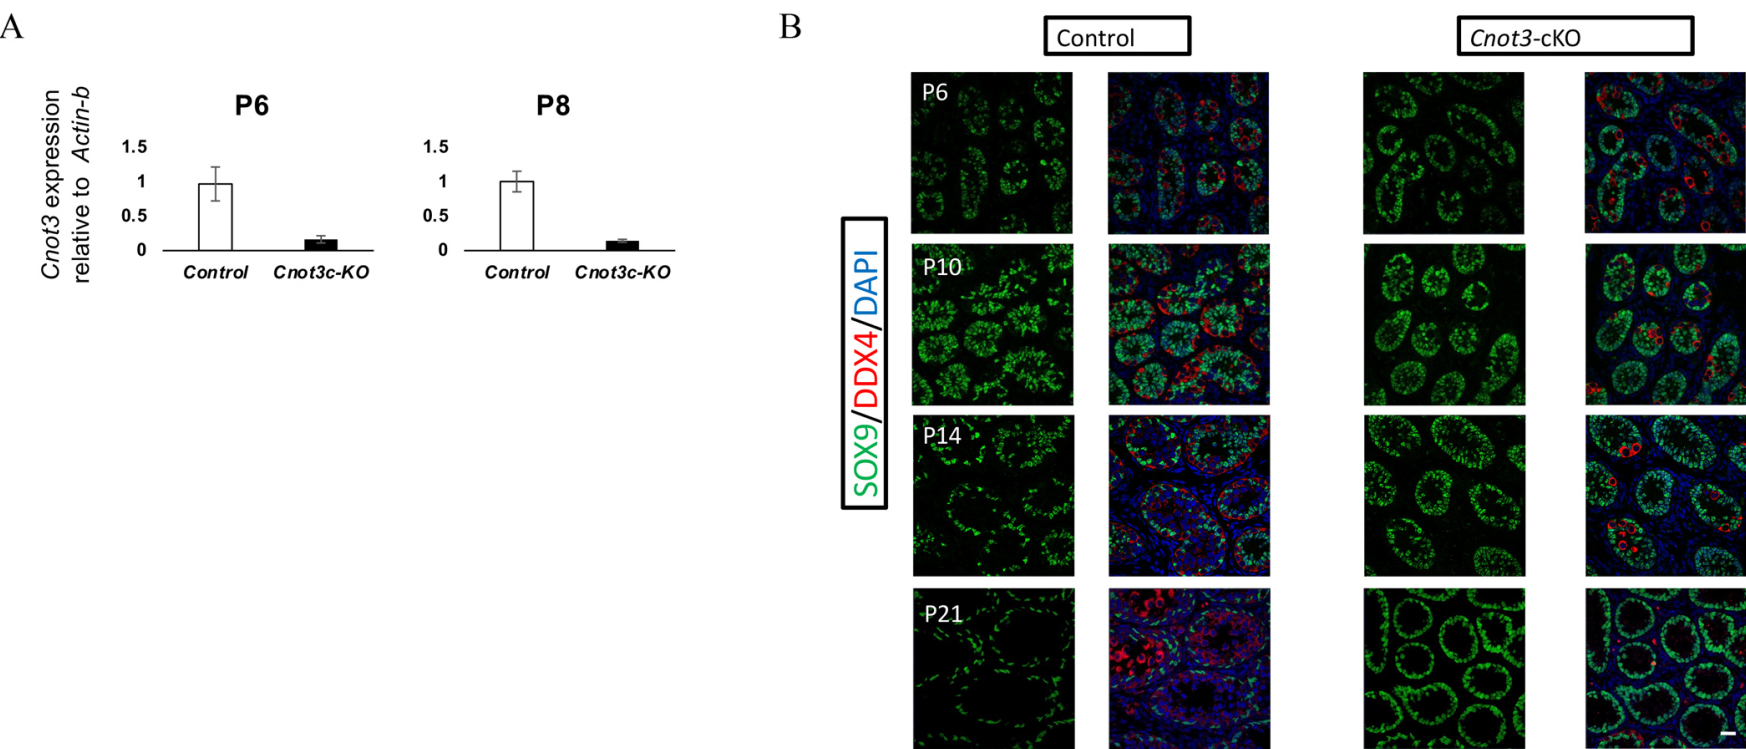

**Fig. S2. Effect of *Cnot3* deletion on germ cell and Sertoli cells in juvenile testis**

(A) Expression level of *Cnot3* relative to  $\beta$ -actin in SSCs Control and *Cnot3*-cKO ID4-EGFP+undifferentiation spermatogonia at P6 and P8. Mean  $\pm$  SEM from three independent measurements are shown.

(B) Merged channels of single confocal sections of P6, P10, P14 and P21 Control and *Cnot3*-cKO testis showing SOX9 (green) and DDX4 (red) expression with DAPI (blue).

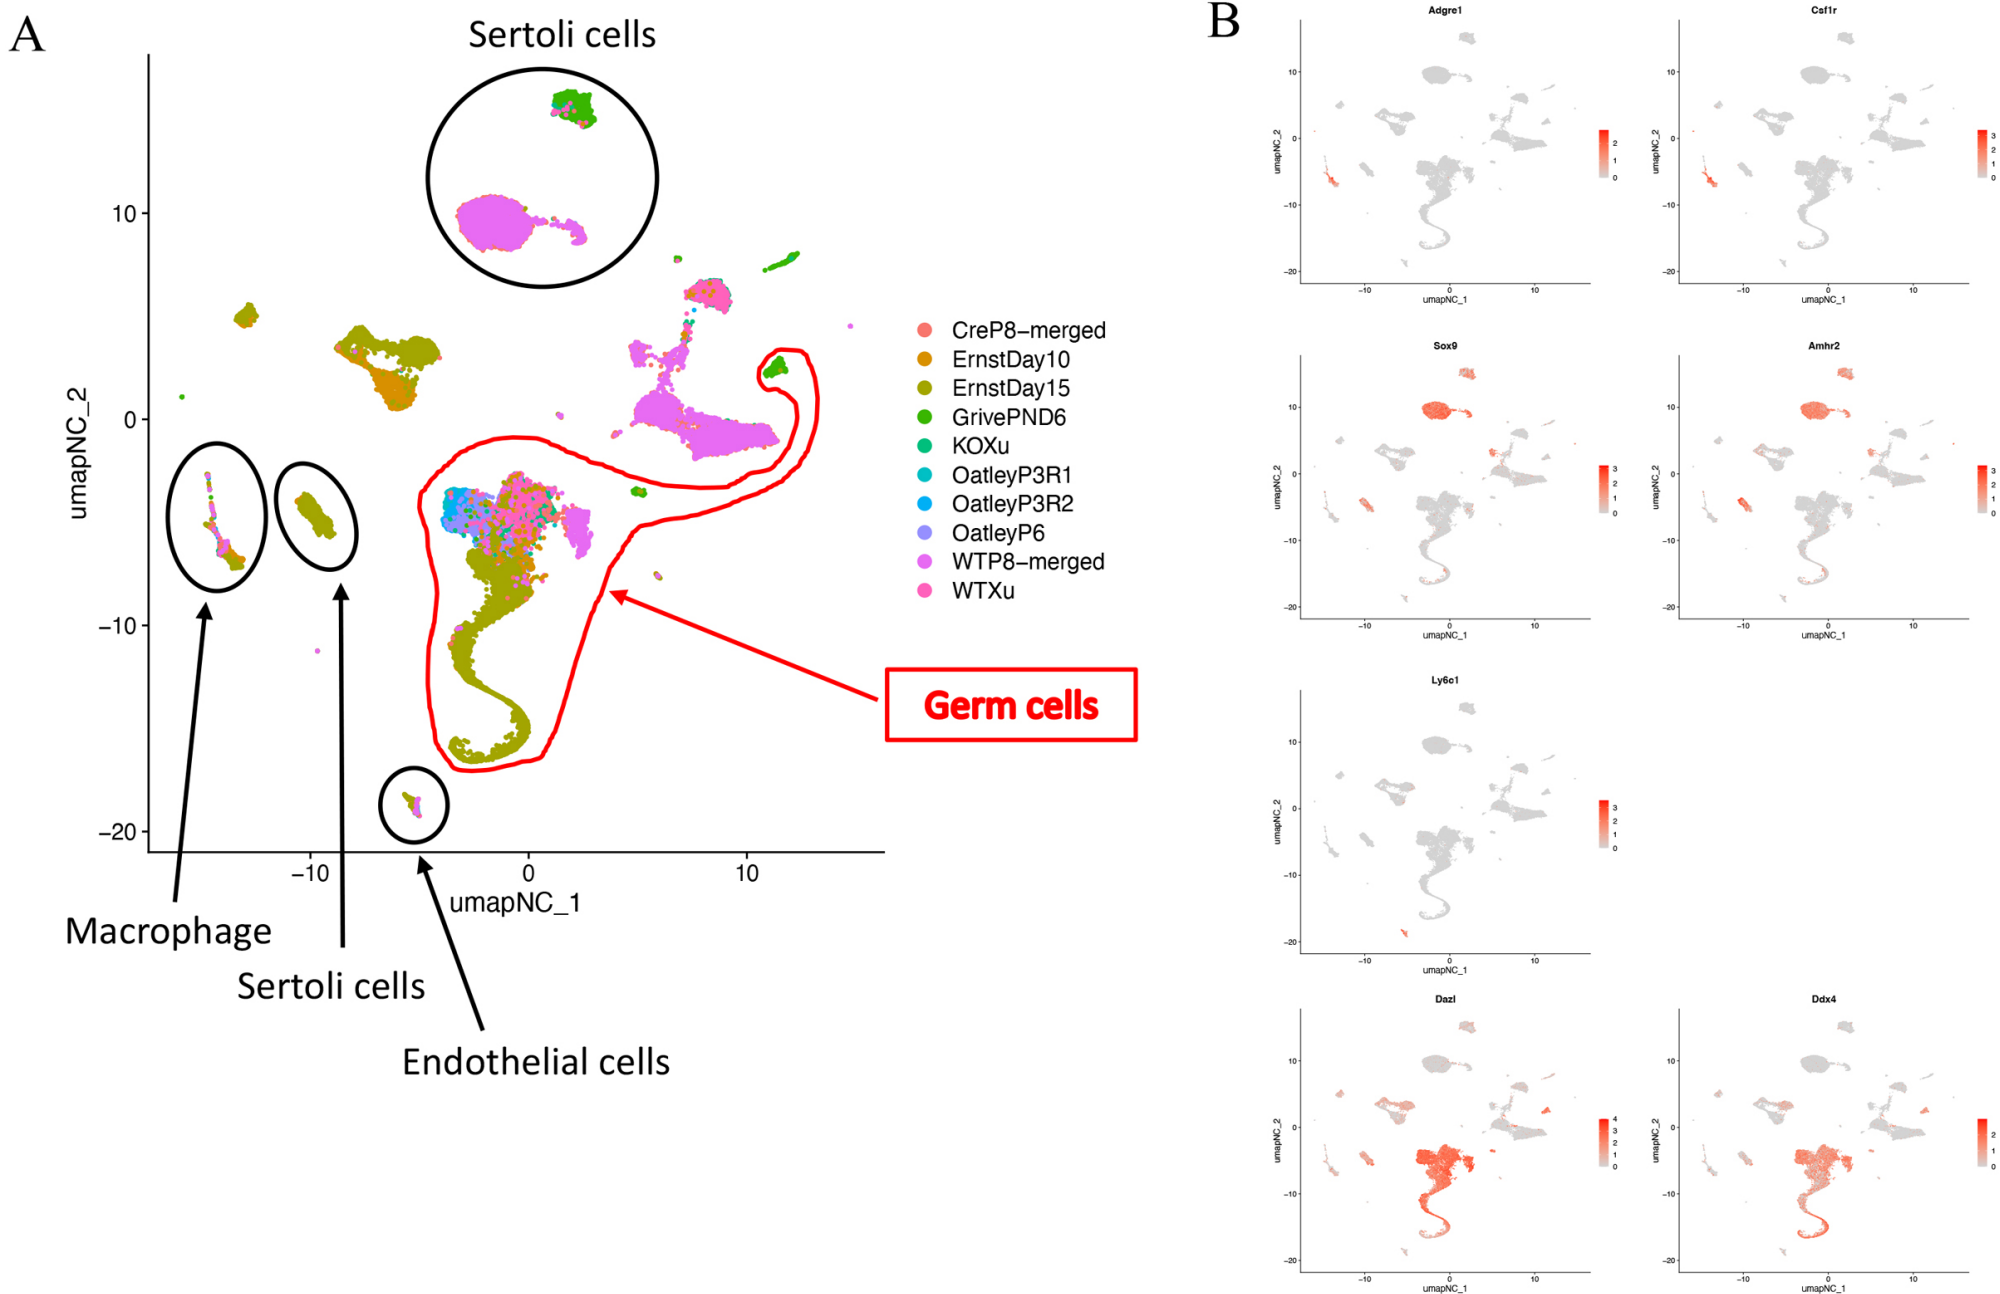

**Fig. S3. Identification of the germ cells population based on clustering and marker gene expression**

(A) UMAP projection of the testicular cells from the combination of our data with published datasets from P3, P6, P10, and P15 stages and indication of the Macrophage, Sertoli, Endothelial and germ cells in testicular (Law et al., 2019; Grive et al., 2019, Ernst et al, 2019).

(B) Highlights of of the Macrophage (Adgre1, Csf1r), Sertoli (Sox9, Amhr2), Endothelial (Lyc6c1) and germ cells (Dazl, Ddx4) in testicular in the UMAP projection of the testicular cells from the combination of our data with published datasets from P3, P6, P10, and P15 stages (Law et al., 2019; Grive et al., 2019, Ernst et al, 2019)

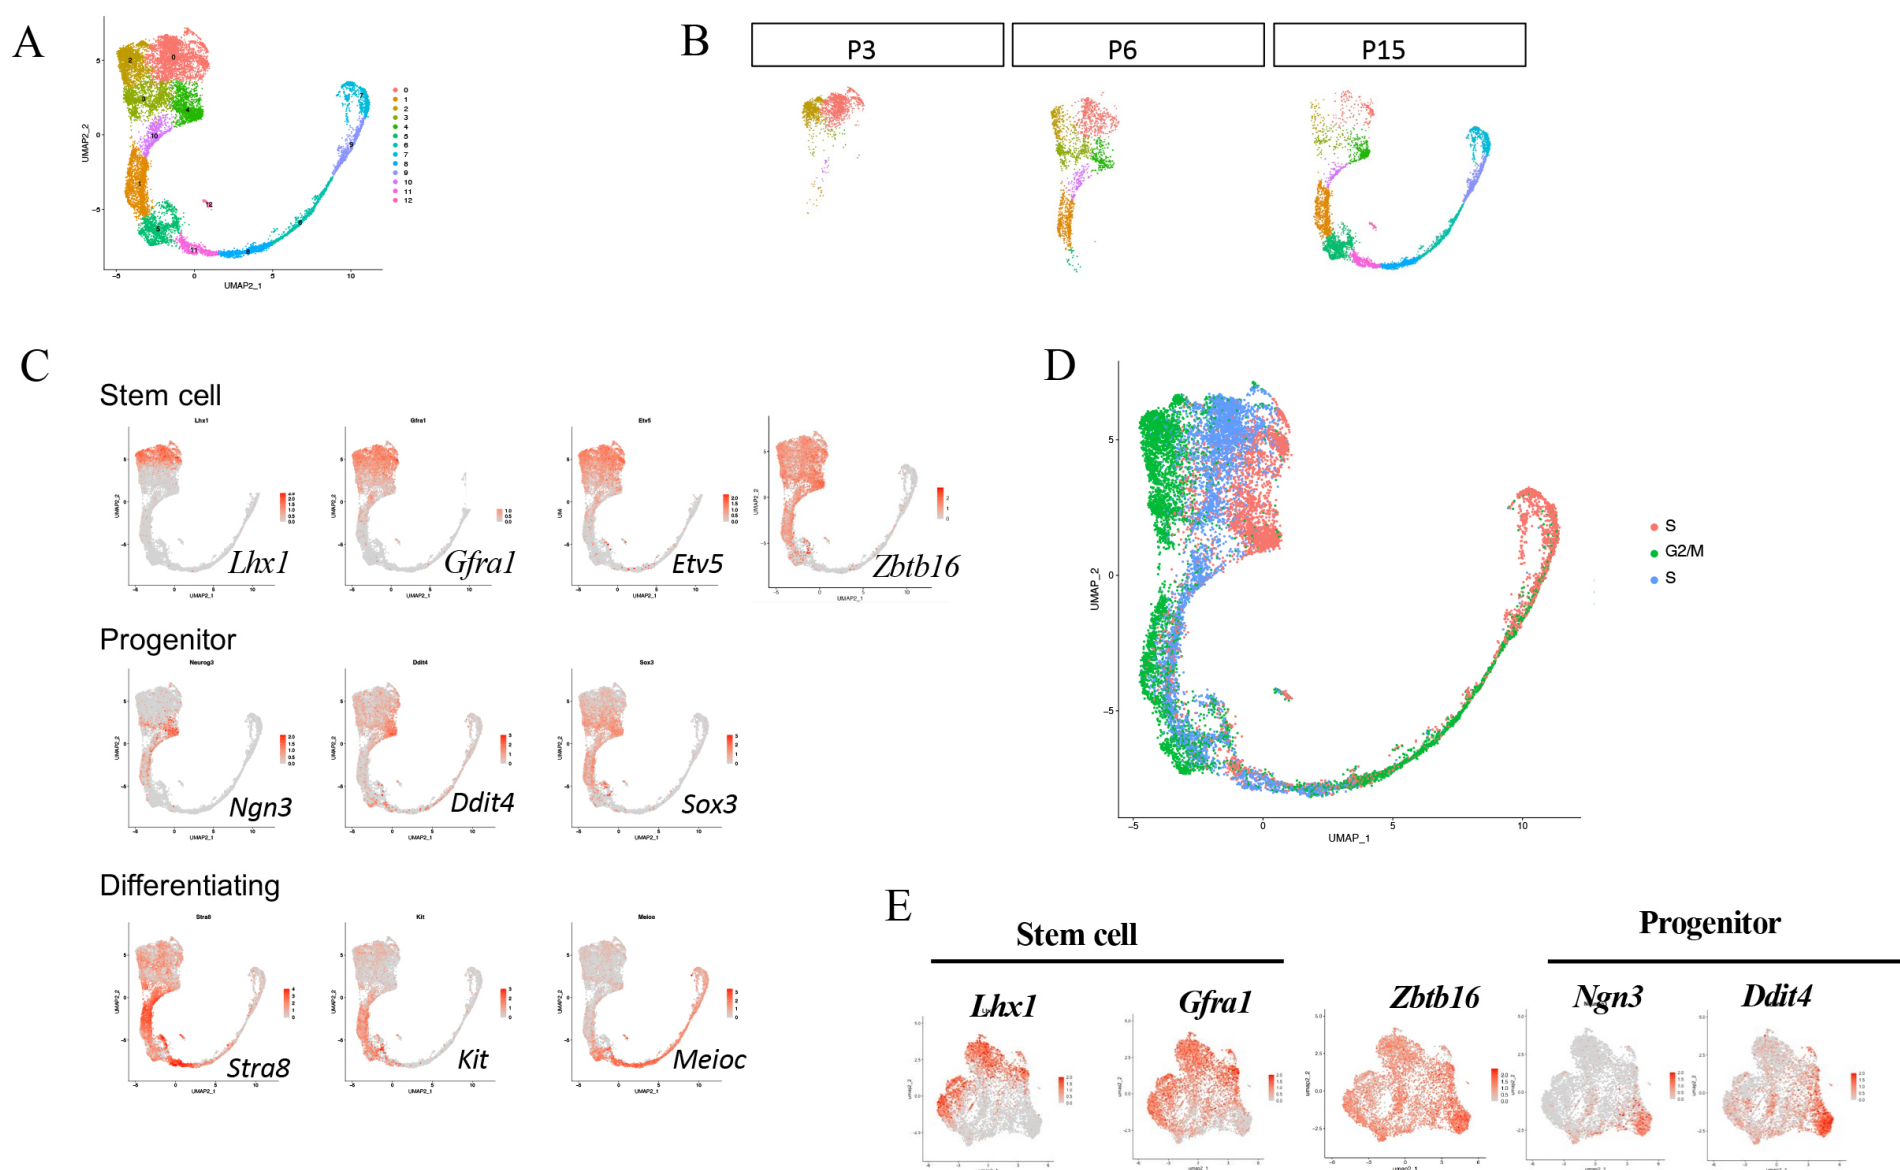

**Fig. S4. Identification of the germ cells population based on clustering and marker gene expression**

(A) Clustering of the of cells from the combination of our data with published datasets from P3, P6, and P15 stages (Law et al., 2019; Grive et al., 2019, Ernst et al, 2019).

(B) Clustering of the of cells from from the published datasets from P3, P6, and P15 stages, respectively (Law et al., 2019; Grive et al., 2019, Ernst et al, 2019).

(C) Highlights of Stem cells (*Lhx1*, *Gfra1* and, *Etv5*), Progenitor cells (*Ngn3*, *Ddit4* and, *Sox3*), differentiating (*Stra8* and *c-Kit*) and maturing (Meioc) spermatogonia markers in clustered group of cells from the combination of our data with published datasets from P3, P6, P8, P10, and P15 stages (Law et al., 2019; Grive et al., 2019, Ernst et al, 2019).

(D) Highlights of cell cycle phases in clustered group of cells from the combination of our data with published datasets from P3, P6, P8, P10, and P15 stages (Law et al., 2019; Grive et al., 2019, Ernst et al, 2019).

(E) Highlights of Stem cells (*Lhx1* and *Gfra1*) and Progenitor cells (*Ngn3* and *Ddit4*) markers in reclustered group of cells containing SSCs and progenitor cells from the combination of our data with published datasets from P3, P6, P8, P10, and P15 stages (Law et al., 2019; Grive et al., 2019, Ernst et al, 2019).

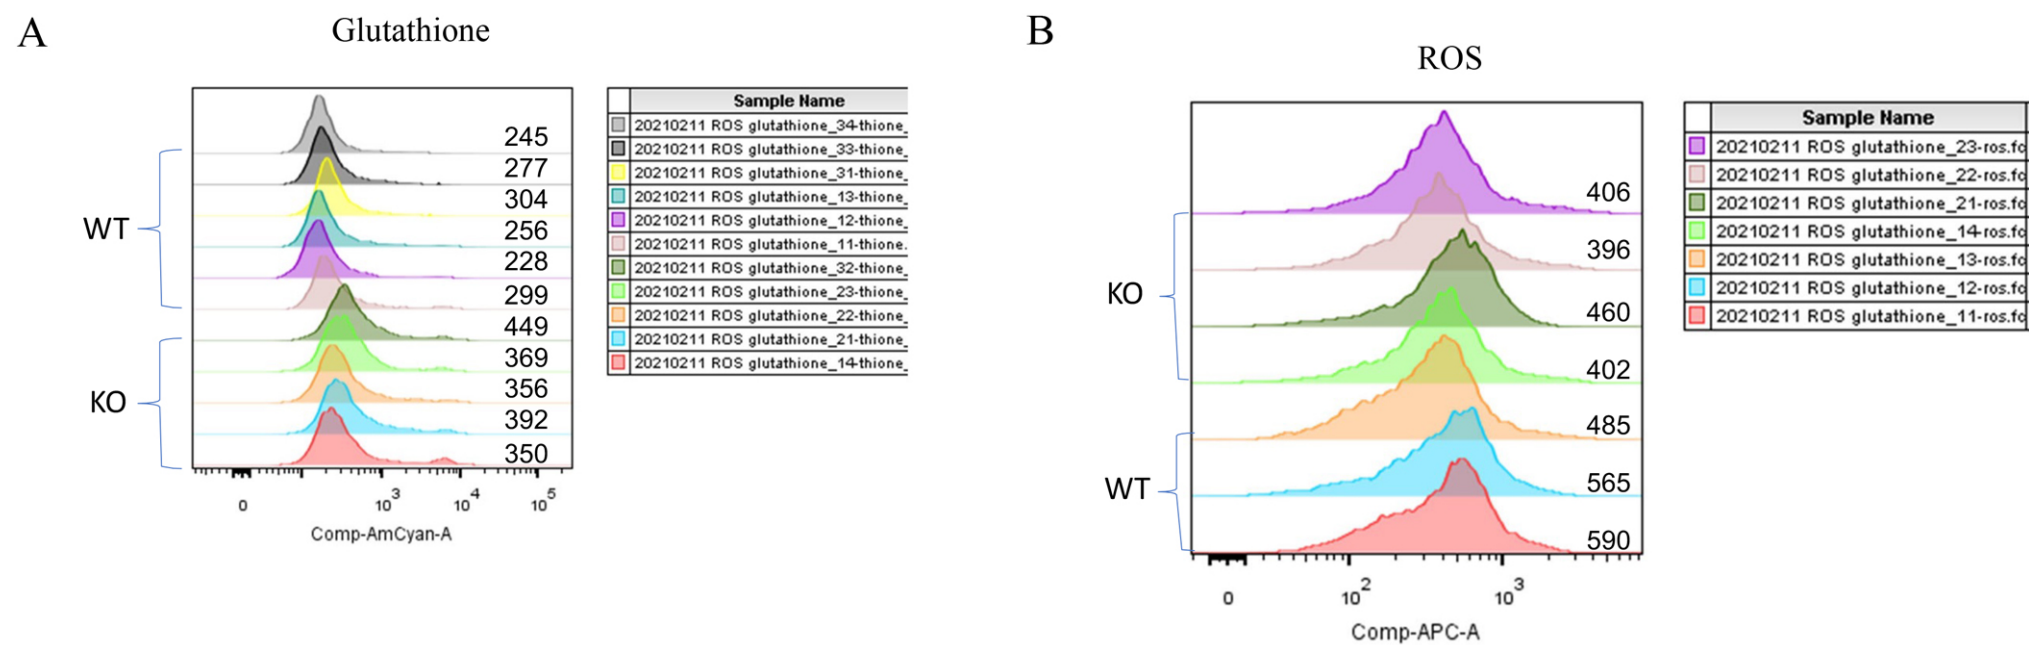

**Fig. S5. Effect of *Cnot3* deletion on the glutathione and ROS content in ID4-EGFP+ undifferentiation spermatogonia at P8**

(A) Glutathione content in Control and *Cnot3*-cKO ID4-EGFP+ undifferentiation spermatogonia at P8 analyzed by flow cytometry. An increase in Glutathione content resulted in an increase in the fluorescence intensity. Numbers indicate the median Glutathione signal in a.u.

(B) ROS content in content in Control and *Cnot3*-cKO ID4-EGFP+ undifferentiation spermatogonia at P8 analyzed by flow cytometry. A decrease in ROS content resulted in a decrease in the fluorescence intensity. Numbers indicate the median ROS signal in a.u.

**Table S1.** List of differentially expressed genes (DEGs) with a fold change >2 and adjusted P<0.01, when comparing RNA-seq data set from FACS sorted ID4-EGFP+ spermatogonia *Cnot3*-Control versus *Cnot3*-cKO. 798 transcripts were upregulated (DEGs\_UP) and 137 were downregulated (DEGs-DOWN) in *Cnot3*-cKO ID4-EGFP+ spermatogonia as compared to controls.

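Table S1 gives group means, fold changes and adjusted P-values for these genes. The group means of all 935 genes matched the scaled means of the 2 control and 2 *Cnot3*-cKO libraries within 0.1%. The paper's table lists 798 higher and 137 lower genes, and 770 and 132 of them were also called here. A further 195 genes called higher and 44 called lower here are not in the table. Adjusted P-values at or above 0.01 are listed for 31 of the paper's higher genes and 2 of its lower genes, and the largest of these paper values is 0.0191. Of the 17 genes marked in Fig. 5B, 13 are in the table. The genes with the smallest p here among those listed were *Clu* (log2 fold change 1.69), *Kitl* (2.16) and *Plxnc1* (2.00) in the higher part. Genes with a small p in the lower part included *Prtg* (-2.01) and *Grik3* (-2.10).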

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204557#supplementary-data>

Table S2. List of Antibodies

| Target                            | Application | Vendor                      | Dilution                  | Host   |
|-----------------------------------|-------------|-----------------------------|---------------------------|--------|
| CNOT3                             | IF, WB      | Proteintech<br>(11135-1-AP) | 1:200 (IF),<br>1:500 (WB) | Rabbit |
| CNOT3                             | IHC         | Zheng et al., 2012          | 1:1000                    | Rabbit |
| CNOT1                             | WB          | Proteintech<br>(14276-1-AP) | 1:500                     | Rabbit |
| CNOT2                             | WB          | Proteintech<br>(10313-1-AP) | 1:3000                    | Rabbit |
| CNOT7                             | WB          | Cell signaling (86665S)     | 1:1000                    | Rabbit |
| CNOT8                             | WB          | Invitrogen (PA5-13451)      | 1:1000                    | Rabbit |
| β-Actin                           | WB          | Sigma (A5441)               | 1:2000                    | Mouse  |
| ZBTB16                            | IF          | R&D (AF2944)                | 1:200                     | Goat   |
| DDX4                              | IF          | R&D (AF2030)                | 1:800                     | Goat   |
| PCNA                              | IF          | Santa Cruz (sc-7907)        | 1:200                     | Rabbit |
| c-CASP3                           | IF          | CST(9661S)                  | 1:300                     | Rabbit |
| SOX9                              | IF          | Millipore(AB5535)           | 1:1000                    | Rabbit |
| STRA8                             | IF          | Abcam (ab49602)             | 1:200                     | Rabbit |
| TRA98                             | IF          | Abcam (ab82527)             | 1:1000                    | rat    |
| c-KIT                             | IF          | CST (3074)                  | 1:400                     | Rabbit |
| GSTM1                             | IF          | Proteintech<br>(12412-1-AP) | 1:200                     | Rabbit |
| anti-Rabbit IgG, Alexa Fluor™-488 | IF          | ThermoFisher<br>(A-21206)   | 1:800                     | Donkey |
| anti-Goat IgG, Alexa Fluor™-594   | IF          | ThermoFisher<br>(A-11058)   | 1:800                     | Donkey |
| anti-rat IgG, Alexa Fluor™-594    | IF          | ThermoFisher<br>(A-21209)   | 1:800                     | Donkey |
| ECL anti-Rabbit IgG, HRP          | WB          | Amersham (NA934-V)          | 1:5000                    | Donkey |

**Table S3. Real time RT-PCR primers**

|                 |                              |
|-----------------|------------------------------|
| <i>Cnot1-F</i>  | GACTCGCTCTCGCTGGCCTTG        |
| <i>Cnot1-R</i>  | GCCTGTCTGCCTCAGGACCGTG       |
| <i>Cnot2-F</i>  | CCAACAGAAGCTCGCCAAGC         |
| <i>Cnot2-R</i>  | CCTGATTCCCTGTTCAATCCAAATCCAG |
| <i>Cnot3-F</i>  | AGAGGCCGATCTACAGATAGTGA      |
| <i>Cnot3-R</i>  | GACAGGCTTGGAGCCATTT          |
| <i>Gfra1-F</i>  | CACTCCTGGATTTGCTGATGT        |
| <i>Gfra1-R</i>  | AGTGTGCGGTACTTGGTGC          |
| <i>Zbtb16-F</i> | GACGCACTACAGGGTTCACA         |
| <i>Zbtb16-R</i> | GCTTGATCATGGCCGAGTAG         |
| <i>Sox9-F</i>   | ATCTGCACAACGCGGAGCTCA        |
| <i>Sox9-R</i>   | CTCTTCTCGCTCTCGTTCAGCAG      |
| <i>Gstm1-F</i>  | GCAGCTCATCATGCTCTGTT         |
| <i>Gstm1-R</i>  | TTTTCTCAGGGATGGTCTTCA        |
| <i>Gstm2-F</i>  | AGTTGGCCATGGTTTGCTAC         |
| <i>Gstm2-R</i>  | AGCTTCATCTTCTCAGGGAGAC       |
| <i>Gstm6-F</i>  | ATGGGCATGCTTTGCTACA          |
| <i>Gstm6-R</i>  | GGAACTCCGAGTAGAGTTTCAGC      |
| <i>Gstm7-F</i>  | GAGAGGAACCAAGTGTTTGAGGC      |
| <i>Gstm7-R</i>  | TTGGGAGGAAGCGACTGGTCTT       |
| <i>Gsta2-F</i>  | GAGCTTGATGCCAGCCTTCTGA       |

|                  |                          |
|------------------|--------------------------|
| <i>Gsta2-R</i>   | TTCTCTGGCTGCCAGGATGTAG   |
| <i>Gsta4-F</i>   | GATGATTGCCGTGGCTCCATTTA  |
| <i>Gsta4-R</i>   | CTGGTTGCCAACGAGAAAAGCC   |
| <i>MGST1-F</i>   | GCCAATCCAGAAGACTGTGTAGC  |
| <i>MGST1-R</i>   | AGGAGGCCAATTCCAAGAAATGG  |
| <i>MT1-F</i>     | ACCTCCTTGCAAGAAGAGCTGCT  |
| <i>MT1-R</i>     | GCTGGGTTGGTCCGATACTAT T  |
| <i>PTGES-F</i>   | TCCAGTATTACAGGAGTGACCCAG |
| <i>PTGES-R</i>   | CCGAGGAAGAGGAAAGGATAGATT |
| <i>Xdh-F</i>     | GCTCTTCGTGAGCACACAGAAC   |
| <i>Xdh-R</i>     | CCACCCATTCTTTTCACTCGGAC  |
| <i>bACTIN -F</i> | TCCAGCCTTCCTTCTTGGGTAT   |
| <i>bACTIN -R</i> | TCTTTACGGATGTCAACGTCACA  |

Supplemental Material and Method

Antibodies

| Target                            | Application | Vendor                   | Host   |
|-----------------------------------|-------------|--------------------------|--------|
| CNOT3                             | IF, WB      | Proteintech (11135-1-AP) | Rabbit |
| CNOT3                             | IHC         | Zheng et al., 2012       | Rabbit |
| CNOT1                             | WB          | Proteintech (14276-1-AP) | Rabbit |
| CNOT2                             | WB          | Proteintech (10313-1-AP) | Rabbit |
| CNOT7                             | WB          | Cell signaling (86665S)  | Rabbit |
| CNOT8                             | WB          | Invitrogen (PA5-13451)   | Rabbit |
| β-Actin                           | WB          | Sigma (A5441)            |        |
| ZBTB16                            | IF          | R&D (AF2944)             | Goat   |
| DDX4                              | IF          | R&D (AF2030)             | Goat   |
| PCNA                              | IF          | Santa Cruz (sc-7907)     | Rabbit |
| c-CASP3                           | IF          | CST(9661S)               | Rabbit |
| SOX9                              | IF          | Millipore(AB5535)        | Rabbit |
| STRA8                             | IF          | Abcam (ab49602)          | Rabbit |
| TRA98                             | IF          | Abcam (ab82527)          | rat    |
| c-KIT                             | IF          | CST (3074)               | Rabbit |
| GSTM1                             | IF          | Proteintech (12412-1-AP) | Rabbit |
| anti-Rabbit IgG, Alexa Fluor™-488 | IF          | ThermoFisher (A-21206)   | Donkey |
| anti-Goat IgG, Alexa Fluor™-594   | IF          | ThermoFisher (A-11058)   | Donkey |
| anti-rat IgG, Alexa Fluor™-594    | IF          | ThermoFisher (A-21209)   | Donkey |
| ECL anti-Rabbit IgG, HRP          | WB          | Amersham (NA934-V)       | Donkey |

Real time RT-PCR primers

|                 |                               |
|-----------------|-------------------------------|
| <i>Cnot1-F</i>  | GACTCGCTCTCGCTGGCCTTG         |
| <i>Cnot1-R</i>  | GCCTGTCTGCCTCAGGACCGTG        |
| <i>Cnot2-F</i>  | CCAACAGAAGCTCGCCAAGC          |
| <i>Cnot2-R</i>  | CCTGATTCCCTGTTTCATTCCAAATCCAG |
| <i>Cnot3-F</i>  | AGAGGCCGATCTACAGATAGTGA       |
| <i>Cnot3-R</i>  | GACAGGCTTGGAGCCATTT           |
| <i>Gfra1-F</i>  | CACTCCTGGATTTGCTGATGT         |
| <i>Gfra1-R</i>  | AGTGTGCGGTACTTGGTGC           |
| <i>Zbtb16-F</i> | GACGCACTACAGGGTTCACA          |
| <i>Zbtb16-R</i> | GCTTGATCATGGCCGAGTAG          |
| <i>Sox9-F</i>   | ATCTGCACAACGCGGAGCTCA         |
| <i>Sox9-R</i>   | CTCTTCTCGCTCTCGTTCAGCAG       |
| <i>Gstm1-F</i>  | GCAGCTCATCATGCTCTGTT          |
| <i>Gstm1-R</i>  | TTTTCTCAGGGATGGTCTTCA         |
| <i>Gstm2-F</i>  | AGTTGGCCATGGTTTGCTAC          |
| <i>Gstm2-R</i>  | AGCTTCATCTTCTCAGGGAGAC        |
| <i>Gstm6-F</i>  | ATGGGCATGCTTTGCTACA           |
| <i>Gstm6-R</i>  | GGAACTCCGAGTAGAGTTTCAGC       |
| <i>Gstm7-F</i>  | GAGAGGAACCAAGTGTTTGAGGC       |
| <i>Gstm7-R</i>  | TTGGGAGGAAGCGACTGGTCTT        |

|                  |                          |
|------------------|--------------------------|
| <i>Gsta2-F</i>   | GAGCTTGATGCCAGCCTTCTGA   |
| <i>Gsta2-R</i>   | TTCTCTGGCTGCCAGGATGTAG   |
| <i>Gsta4-F</i>   | GATGATTGCCGTGGCTCCATTTA  |
| <i>Gsta4-R</i>   | CTGGTTGCCAACGAGAAAAGCC   |
| <i>MGST1-F</i>   | GCCAATCCAGAAGACTGTGTAGC  |
| <i>MGST1-R</i>   | AGGAGGCCAATTCCAAGAAATGG  |
| <i>MT1-F</i>     | ACCTCCTTGCAAGAAGAGCTGCT  |
| <i>MT1-R</i>     | GCTGGGTTGGTCCGATACTAT T  |
| <i>PTGES-F</i>   | TCCAGTATTACAGGAGTGACCCAG |
| <i>PTGES-R</i>   | CCGAGGAAGAGGAAAGGATAGATT |
| <i>Xdh-F</i>     | GCTCTTCGTGAGCACACAGAAC   |
| <i>Xdh-R</i>     | CCACCCATTCTTTTCACTCGGAC  |
| <i>bACTIN -F</i> | TCCAGCCTTCCTTCTTGGGTAT   |
| <i>bACTIN -R</i> | TCTTTACGGATGTCAACGTCACA  |

How the deposited data were processed for this re-analysis (not part of the article)

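RNA-seq of ID4-EGFP+ spermatogonia sorted at postnatal day 8 was analysed for 2 control and 2 *Cnot3*-cKO libraries. All mice had been injected with 25 μg of 4-OHT from day 1 to day 3. Each library came as a list of gene symbols with a whole number of reads. The authors kept reads with a mean Phred quality of at least 20, aligned them to mm10 with STAR and counted them per gene with featureCounts on GENCODE M24. The counts had not been normalized. Options for reads that match several genes are not stated. Totals ranged from 22192964 to 43378493 reads per library, and 3 counts was taken as the floor of detection. No tested gene of the lists was at or under this floor in both controls. Standard errors come from the dispersion fitted across genes.

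The comparison was *Cnot3*-cKO against control, without covariates. edgeR 4.0.16 in R 4.3.3 was used with TMM scaling, its default expression filter, dispersions estimated across genes and the quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change above 2, which are the paper's thresholds. The paper used DESeq2, and DESeq2 1.42.0 served as an alternative here, with and without a fold change prior. CPM values were computed on TMM-scaled library sizes. Gene coordinates came from GENCODE M21 on GRCm38, the assembly also called mm10.

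The rule for naming genes was set before the data were examined, and some of its genes follow from their values. It covered the genes the paper names in these cells, as markers, as GSH genes or as CCR4-NOT subunits, the members of the lists, the 3 called genes with the largest and the 3 with the smallest log2 fold change at an average log2 CPM of at least 1, and the 3 genes with the smallest p in each part of Table S1. Lists covered Sertoli, Leydig, peritubular myoid and endothelial cells, macrophages, pan-germ cell genes, spermatogonial stem cells, progenitor and differentiating spermatogonia, p53 targets, the dissociation response, the CCR4-NOT complex, male gonad development, germ cell development, mRNA stabilization, the glutathione family, transcription factor families, zinc finger proteins, histone genes, ribosomal proteins and the mitochondrial genome. Table S1 had been read before the lists were written. Each list was tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. Adjustment was over 21 lists with a threshold of 0.05. Over-representation of the glutathione family among genes called higher was tested with a one-sided Fisher's exact test against all tested genes. Lists were compared with each other by two-sided permutation of their genes. Genes are not independent replicates in these comparisons.

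Alternatives set before the data were examined were DESeq2's size factors (RLE), upper quartile scaling, library size only, scaling to the pan-germ cell genes, no expression filter, a mean count of at least 50, robust dispersions, a replicate block, leaving out mitochondrial and small structural RNA genes, both forms of DESeq2, a test against a fold change of 2 (glmTreat), an adjusted p under 0.05, no fold change limit, fry, an estimated inter-gene correlation and leaving out each library in turn. Thinning every library to 22192964 reads, a correction for GC content and gene length, and DESeq2 with the prior at an adjusted p under 0.05 were added after the data had been seen. Groups of 2 libraries were too small for a count of other splits of the samples.

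The procedure was tested on simulated data with the same library sizes. Of 200 genes changed 4-fold, 182 were called in the right direction and 0 unchanged genes were called. With nothing changed, 0 genes and 0 lists were called. Genes were simulated independently and in a single draw, so this does not test list calls under correlation between genes. When the Sertoli cell list, which shares genes with another list, was raised, 2 lists were called. Python 3.11.15 and matplotlib 3.10.9 drew the figures. The single-cell RNA-seq, the RNA-seq of synchronized spermatogenesis and the gene ontology terms were not analysed here.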

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

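In this part the permutation tests, thinning and the GC content and length correction were chosen after the results were seen. So was every other test of an explanation. The lists were tested with camera, and fry and an estimated correlation were alternatives set before the data were examined. Each of these lists rose in *Cnot3*-cKO libraries in genes that the paper does not discuss for ID4-EGFP+ cells.

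The Sertoli cell list had a median log2 fold change of 1.91 over 16 genes (camera adjusted p = 1.11e-11), and 13 were called higher. The adjusted p was 0.00255 under fry and 0.342 with an estimated correlation, and over the alternatives it ranged from 1.08e-13 to 0.342. Both *Cnot3*-cKO libraries lay above both controls for 15 of 16 genes, while the median difference between the control libraries was -0.01. *Rhox5* was the exception at 0.18. *Amh* rose from 3.13 to 19.3 CPM, *Sox9* from 3.72 to 17.4 CPM, *Wt1* from 13.1 to 41.4 CPM and the most abundant member, *Ctsl*, from 156 to 365 CPM. In controls 13 of the 16 genes were at 1 CPM or more, another list held 8 of them, and Table S1, read before the list was written, holds 14. The tables argue against a difference in depth, since the median was 1.92 after every library was thinned to one total. A lower share of germ cell RNA alone would raise the markers of every other cell type alike, provided that germ cells do not express them. Sertoli cell genes rose more than peritubular myoid cell genes (exact permutation test, p = 4.49e-05) and more than macrophage genes (exact permutation test, p = 0.0108). The myoid comparison is weak, since 4 of its 7 genes were at 1 CPM or more in controls. Its most abundant gene, *Ptch1*, fell from 145 to 81.2 CPM. The macrophage comparison, with all 9 genes at 1 CPM or more, argues against a lower share alone under that proviso. Correction for GC content and length gave a median of 1.89. More Sertoli cell RNA in the *Cnot3*-cKO libraries and a rise of these transcripts within germ cells after loss of CNOT3 cannot be told apart, since either would raise the list in both libraries and no expression profile of Sertoli cells was used here. A change in Sertoli cells themselves was not tested.

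The Leydig cell list had a median log2 fold change of 1.34 over 6 tested genes (camera adjusted p = 1.25e-04, range over alternatives 7.82e-05 to 0.379), and 4 were called higher. It was also called under fry (adjusted p = 0.0257). All 6 had both *Cnot3*-cKO libraries above both controls. The most abundant member, *Cyp11a1*, rose from 50.2 to 115 CPM. Of the 6 genes, 5 were at 1 CPM or more in controls and 4 are in Table S1, and another list holds 2 of the list's genes. Thinning left the median at 1.29, which argues against depth. More Leydig cell RNA and a rise within germ cells cannot be told apart, since either would raise these 6 genes together.

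The macrophage list had a median log2 fold change of 1.21 over 9 genes (camera adjusted p = 5.96e-05, range over alternatives 7.04e-06 to 0.431), with 8 called higher and 9 of 9 with both *Cnot3*-cKO libraries above both controls. It was not called under fry (adjusted p = 0.0794). The median difference between the control libraries was -0.57, less than the rise. *Mrc1*, the most abundant member, rose from 76.0 to 199 CPM. All 9 genes were at 1 CPM or more in controls, and 5 are in Table S1. Thinning gave a median of 1.23, which argues against depth. More macrophage RNA and a rise within germ cells cannot be told apart, since either would raise these 9 genes together.

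The dissociation response list had a median log2 fold change of 0.58 over 12 genes (camera adjusted p = 3.64e-04, range over alternatives 2.10e-04 to 0.379), with 4 called higher, but was not called under fry (adjusted p = 0.0580) or with an estimated correlation (adjusted p = 0.379). Both *Cnot3*-cKO libraries lay above both controls for 10 of 12 genes. *Egr1*, the most abundant member in *Cnot3*-cKO cells, had 34.6 CPM in controls and 42.0 CPM in *Cnot3*-cKO cells. In controls 11 of the 12 genes were at 1 CPM or more, and 4 are in Table S1. Thinning gave a median of 0.66, which argues against depth. A difference in handling between the groups and a stress response of cells without CNOT3 cannot be told apart, since either would raise these genes in both *Cnot3*-cKO libraries.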

How the results depend on the processing

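Alternatives were set before the data were examined, except thinning, the GC content and length correction and DESeq2 with the prior at an adjusted p under 0.05. *Cnot3* kept its direction under every alternative run for it, and its call under each that gave a call. The Sertoli cell, Leydig cell, macrophage, progenitor, differentiating, dissociation response, male gonad and glutathione family lists kept their direction under every alternative, and lost their calls only where stated here.

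With pan-germ cell list scaling, 1801 genes were higher and 54 lower, the share of called genes that were higher was 97.1%, and 50 of the lower genes in Table S1 were called. This scaling moved the median of all tested genes to 0.33, so it adds a shift to each value by its construction. The pan-germ cell (0.14), CCR4-NOT complex (0.27), germ cell development (0.23), mRNA stabilization (0.16), zinc finger (0.25), ribosomal protein (0.16) and mitochondrial genome (0.076) medians turned positive, each below that shift. So did *Cnot1* (0.0058), *Cnot7* (0.27), *Cnot8* (0.12), *Ddit4* (0.10), *Dazl* (0.10) and *Nanos2* (0.083). The endothelial cell (1.05), spermatogonial stem cell (0.85) and histone (0.79) lists were no longer called.

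With library size only, the share of called genes that were higher was 88.7%, *Cnot7* and the median of the CCR4-NOT complex list turned to 0.018, and the spermatogonial stem cell (0.61) and germ cell development (-0.018) lists were no longer called. Upper quartile scaling gave 87.1% higher and lost the spermatogonial stem cell (0.58) and germ cell development (-0.044) lists. No filter gave 285 genes lower and 81.4% higher, turned *Dnd1* to -0.0075 and called the mRNA stabilization list (-0.18). A mean count of at least 50 turned the median of the transcription factor families list to -0.0050 and lost the pan-germ cell (-0.11) and germ cell development (-0.052) lists. Thinning turned *Lhx1* to -0.012 and lost the germ cell development list (-0.086). The GC content and length correction gave 80.0% higher, turned *Ddx4* to -0.088, *Dnd1* to -0.051 and the transcription factor median to -0.045, and called the mRNA stabilization list (-0.20) and the zinc finger proteins list (-0.17). DESeq2 turned *Dnd1* to -0.0077 with the prior and -0.011 without it. The cause of these changes was not tested.

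The replicate numbers pair a control with a *Cnot3*-cKO library by number alone, and the deviations of the libraries numbered 1 from their group means correlated by 0.0822 over 15519 genes. With the replicate block, 1155 genes were higher and 217 lower, and the spermatogonial stem cell (0.55) and germ cell development (-0.083) lists were no longer called.

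The test against a fold change of 2 left 87 genes higher and 5 lower (94.6% higher), 87 and 5 genes of Table S1, 5 of the Fig. 5B genes and 4 of the RT-qPCR genes, because it asks for more by construction. An adjusted p under 0.05 gave 1452 higher and 284 lower genes. No fold change limit gave 1488 and 1125, or 56.9% higher.

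Under fry the endothelial cell (0.75), macrophage (1.21), pan-germ cell (-0.18), spermatogonial stem cell (0.54), differentiating (-0.61), dissociation response (0.58), germ cell development (-0.083), histone (0.46) and ribosomal protein (-0.15) lists were no longer called, with adjusted p from 0.0580 to 0.456. The lists called under both camera and fry were Sertoli cell (1.91), Leydig cell (1.34), progenitor (-1.08), male gonad development (0.85) and glutathione family (0.31). Of these, the Sertoli cell and male gonad development lists share 8 genes. With an estimated inter-gene correlation no list was called, and the smallest adjusted p was 0.342.

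Leaving out 1 library gave values without calls. Medians ranged from 1.79 to 1.94 (Sertoli cell), 0.17 to 0.71 (peritubular myoid, 0.71 without control replicate 2), 0.29 to 0.88 (endothelial, 0.29 without control replicate 2), -0.31 to -0.12 (pan-germ, -0.31 without control replicate 1), 0.0073 to 0.33 (p53 target, 0.0073 without control replicate 1), 0.51 to 0.83 (dissociation response), -0.18 to -0.063 (germ cell development, -0.18 without control replicate 1), 0.29 to 0.48 (glutathione family, 0.48 without *Cnot3*-cKO replicate 2), -0.11 to -0.035 (zinc finger, -0.035 without *Cnot3*-cKO replicate 1), -0.11 to 1.37 (histone, -0.11 without control replicate 1 and 1.37 without control replicate 2), -0.24 to -0.02 (ribosomal protein, -0.02 without control replicate 2) and -0.26 to 0.13 (mitochondrial genome, 0.13 without control replicate 1). *Lhx1* ranged from -0.27 to 0.43, *Dnd1* from -0.32 to 0.46 and *Rhox5* from -0.0021 to 0.38. Without 1 library, 864 to 932 of the 965 higher genes stayed above a log2 fold change of 1, and 143 to 161 of the 176 lower genes stayed below -1. Counts of calls, the share of higher genes and the Fisher's exact test were not computed without a library.

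Among named genes, 16 values under an alternative no longer passed the threshold, 11 newly passed it and 1 moved by more than the spread between replicates. *Gsta2*, *Rhox5* and *Nanos2* were near or below 3 CPM in controls, and whether low counts limit their values was not tested.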

Differences from the paper's values

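The *Cnot3* transcript level relative to control was 0.360 here, while the paper's RT-qPCR value for ID4-EGFP+ cells at P8 is about 0.13 in Fig. S2A, read by eye. None of the alternatives set before the data were examined closed this gap, and they ranged from 0.334 to 0.446.

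For 7 genes the log2 fold change here was larger than the paper's value in Table S1 by more than the spread between replicates. The values here against the paper's were 1.63 against 1.39 for *Gstt2*, 1.77 against 1.50 for *Gpx8*, 1.82 against 1.64 for *Spp1*, 1.37 against 1.25 for *Cxcr4*, 2.10 against 1.66 for *Ptges*, 1.69 against 1.64 for *Clu* and 2.00 against 1.91 for *Plxnc1*. DESeq2 with the fold change prior, an alternative set before the data were examined, closed each of these gaps, with 1.39, 1.50, 1.64, 1.25, 1.66, 1.64 and 1.91 for the same genes. The paper's methods name DESeq2. *Gstt2* also came within the spread without control replicate 1 (1.55) or *Cnot3*-cKO replicate 2 (1.51), and *Ptges* without control replicate 1 (2.05) or *Cnot3*-cKO replicate 2 (1.79). *Clu* also did with RLE size factors (1.68), no filter (1.66), unshrunken DESeq2 (1.67) and without control replicate 2 (1.66). The other alternatives set before the data were examined left the gaps open. The GC content and length correction, chosen after seeing the values, closed the gap for *Gstt2* (1.56), *Cxcr4* (1.29), *Ptges* (2.03) and *Clu* (1.63), and thinning, also chosen after seeing the values, closed it for *Ptges* (1.94).

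The paper reports 798 genes higher and 137 lower at an adjusted p under 0.01, against 965 and 176 here. DESeq2 with the prior gave 767 and 135 at that threshold. At an adjusted p under 0.05, a setting chosen after seeing the values, it gave 798 and 137, and these were the genes of Table S1. All 798 higher and 137 lower genes of Table S1 were also called with no filter, with the replicate block and at an adjusted p under 0.05, beside further genes. The higher genes were all called with pan-germ cell list scaling, and the lower genes with the GC content and length correction, chosen after seeing the values.

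Fig. 5B lists *Gsta2*, *Gsta4* and *Tgfb1* among upregulated genes, and they were not called here. *Gsta2* was called with no filter and with the replicate block, *Gsta4* with pan-germ cell list scaling and without a fold change limit, and *Tgfb1* with pan-germ cell list scaling, a mean count of at least 50 and the replicate block. *Gsta4* rose by 0.80 on the log2 scale, below the fold change limit, while Fig. 5D marks it as changed. Fig. 5D does not mark *Mt1*, which was called here with a log2 fold change of 1.12. The paper states that upregulated genes were enriched for germ cell development, and the germ cell development list here, which is not the gene ontology term, had 1 gene called higher and 3 lower.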

Other observations

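All tests in this part were chosen after the results were seen.

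The statement above applies to the tests of explanations, among them the permutation tests, thinning and the GC content and length correction. The lists were tested with camera, and fry and the 4 other scalings were alternatives set before the data were examined. Genes called higher outnumbered genes called lower. A difference in depth does not account for this, as 85.1% of called genes were higher after thinning (969 higher, 170 lower). Correction for GC content and length left 80.0% higher, with 961 higher and 241 lower, which argues against these as the whole cause. Over 4 other scalings the lowest share was 84.0%. Of these, 3 raised the median of all genes and RLE moved it only to -0.0022, so they do not test a scaling that would produce the excess, and its part cannot be told apart from a rise of many genes. Whether more Sertoli cell RNA in the *Cnot3*-cKO libraries adds to the genes called higher cannot be told apart from changes within germ cells. At an adjusted p under 0.05, 0 genes rose beyond the median of the Sertoli cell list, and 138 did so at an unadjusted p under 0.05. In simulated data, 94 of 100 genes set 1 log2 unit beyond such a limit were called. These 100 genes were raised together, which eases the adjusted threshold, so the 94 does not give the power for a few genes. *Krt18*, at 3.85 against the list median of 1.91, was not called beyond it. By estimate alone, 176 genes called higher lay above the median of the Sertoli cell list. No expression profile of Sertoli cells was used here, which keeps this open, and derepression within germ cells was not tested.

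No difference was found between the *Gstm* genes and the Sertoli cell list (exact permutation test, p = 0.730). More Sertoli cell RNA and a rise within germ cells thus cannot be told apart for these 4 genes from counts. The paper has other evidence: a stronger GSTM1 signal in SSCs, longer *Gstm1* and *Gstm2* poly(A) tails, and slower decay of *Gstm1*, *Gstm2* and *Gstm7* in cultured SSCs. It found neither change for *Gstm6*. All 4 *Gstm* genes were called higher, and counts per gene cannot tell whether reads shared between paralogs spread the rise of one gene to the others. For the RT-qPCR primers in the supplement, the forward primer for *Gstm1* also matches *Gstm2-ps1* and that for *Gstm2* also matches *Gm12499*, while each reverse primer matches 1 gene. The *Cnot3* RT-qPCR primers lie in exons 10 and 11 of 18 of transcript Cnot3-201. Of the 10 genes in Fig. 5D, 7 were called higher over all genes tested and 8 when adjusted over the list alone. The paper turned to this pathway from its RNA-seq and does not state how these genes were chosen. Neither count is therefore taken as independent evidence. *Xdh* (log2 fold change 1.14, adjusted p = 0.0152) was not called. *Gclc*, named in the text, rose by 0.64.

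The progenitor spermatogonia list was lower, with a median log2 fold change of -1.08 over 8 genes (camera adjusted p = 5.96e-05, fry adjusted p = 0.0177, range over alternatives 1.29e-06 to 0.379), 5 called lower and 7 with both *Cnot3*-cKO libraries below both controls. *Neurog3* had a log2 fold change of -1.81 and *Sox3* of -1.13, and the most abundant member in *Cnot3*-cKO cells, *Lin28a*, fell from 415 to 195 CPM. All 8 genes were at 1 CPM or more in controls, other lists hold 2 of the list's genes, and 4 are in Table S1. A lower share of germ cell RNA would lower all germ cell genes alike, and the list fell below the pan-germ cell list (exact permutation test, p = 0.0207). Thinning left the median at -1.08, which argues against depth. A change in the mix of spermatogonia or in their transcripts after loss of CNOT3 stays open and was not tested. The differentiating spermatogonia list had a median of -0.61 over 10 genes (camera adjusted p = 0.00536), with 4 called lower, among them *Kit* (-1.05), *Stra8* (-1.22), *Meioc* (-1.26) and *Dmrtb1* (-1.54). The mean log2 fold changes of this list and the pan-germ cell list did not differ past chance (exact permutation test, p = 0.209), with *Dppa3*, at 1.09 CPM in controls, at -2.22 in the latter. A lower share of germ cell RNA would lower the spermatogonial stem cell list as well, and the differentiating list lay below its 13 genes (exact permutation test, two-sided, p = 0.00271). The stem cell list itself rose (median 0.54), so this difference does not show that the differentiating list fell beyond other germ cell genes. A lower share of germ cell RNA stays open for the differentiating list, as does a change in the mix of spermatogonia, including a higher share of stem cells.

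The pan-germ cell list had a median of -0.18 over 16 genes (adjusted p = 0.00955), and of -0.31 without control replicate 1 and -0.12 without control replicate 2. *Ddx4* had a log2 fold change of 0.05 and *Dazl* of -0.21. As 1 library at a time was left out, *Ddx4* ranged from 0.0062 to 0.078 and *Dazl* from -0.30 to -0.13. The spermatogonial stem cell list had a median of 0.54 over 13 genes (adjusted p = 0.0425), with *Id4* at 1.04, *Gfra1* at 0.90, *Etv5* at 0.54, *Eomes* at 1.39, *Lhx1* at 0.11 (-0.27 without *Cnot3*-cKO replicate 2) and *Zbtb16* at -0.82. The endothelial cell list had a median of 0.75 (adjusted p = 0.0166), which was 0.29 without control replicate 2. The peritubular myoid cell list had a median of 0.33 (adjusted p = 0.449), which was 0.71 without control replicate 2 and 0.17 without control replicate 1. p53 targets had a median of 0.28 over 15 genes (adjusted p = 0.127), with 3 called higher, and a median of 0.01 without control replicate 1 and 0.11 without *Cnot3*-cKO replicate 1.

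The CCR4-NOT complex list had a median of -0.05 over 15 genes (adjusted p = 0.252), with *Cnot3* the 1 gene called, and a median of -0.090 without *Cnot3*-cKO replicate 2. *Cnot1* had a log2 fold change of -0.31 (-0.18 without control replicate 1), *Cnot2* of 0.37, *Cnot7* of -0.05 (-0.031 without control replicate 2) and *Cnot8* of -0.19 (-0.11 without *Cnot3*-cKO replicate 1). *Nanos2* (-0.24, and -0.048 without *Cnot3*-cKO replicate 2) and *Dnd1* (0.02, and -0.32 without control replicate 1), which encode proteins that bind the complex, were not called. The glutathione family list, tested as a set, had an adjusted p of 9.17e-04. Histone genes had a median of 0.46 (adjusted p = 0.00536), but it was -0.11 without control replicate 1 and 1.37 without control replicate 2. Ribosomal proteins had a median of -0.15 (adjusted p = 0.00536), and -0.02 without control replicate 2. The mitochondrial genome had a median of -0.23 (adjusted p = 0.345), and 0.13 without control replicate 1. No explanation was tested for the values in this paragraph or the one before it.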
